# Nitrogen Starvation-Responsive MicroRNAs Are Affected by Transgenerational Stress in Durum Wheat Seedlings

**DOI:** 10.3390/plants10050826

**Published:** 2021-04-21

**Authors:** Haipei Liu, Amanda J. Able, Jason A. Able

**Keywords:** nitrogen starvation, water-deficit and heat stress, transgenerational effects, cross stress tolerance, microRNAs, crop improvement

## Abstract

Stress events have transgenerational effects on plant growth and development. In Mediterranean regions, water-deficit and heat (WH) stress is a frequent issue that negatively affects crop yield and quality. Nitrogen (N) is an essential plant macronutrient and often a yield-limiting factor for crops. Here, the response of durum wheat seedlings to N starvation under the transgenerational effects of WH stress was investigated in two genotypes. Both genotypes showed a significant reduction in seedling height, leaf number, shoot and root weight (fresh and dry), primary root length, and chlorophyll content under N starvation stress. However, in the WH stress-tolerant genotype, the percentage reduction of most traits was lower in progeny from the stressed parents than progeny from the control parents. Small RNA sequencing identified 1534 microRNAs in different treatment groups. Differentially expressed microRNAs (DEMs) were characterized subject to N starvation, parental stress and genotype factors, with their target genes identified in silico. GO and KEGG enrichment analyses revealed the biological functions, associated with DEM-target modules in stress adaptation processes, that could contribute to the phenotypic differences observed between the two genotypes. The study provides the first evidence of the transgenerational effects of WH stress on the N starvation response in durum wheat.

## 1. Introduction

Environmental stresses such as water deficiency, extreme temperatures, and soil nutrient deficiency present significant challenges to the development and production of crops. Durum wheat (*Triticum turgidum* L. ssp. *durum*) is a tetraploid wheat species (2*n* = 4*x* = 28, AABB) mainly grown in the Mediterranean basin, North America and the Australian wheat belt [1,2]. Compared with hexaploid wheat (bread wheat), durum wheat has higher grain protein content, strong yellow pigmentation, harder kernels, and a unique nutty flavor [3,4]. With its significant agronomic value, excellent grain quality, and versatile end use, durum wheat is considered as a staple crop in Mediterranean regions.

Grown under rain-fed conditions, durum wheat is often exposed to frequent episodes of water-deficit and heat stress [5,6]. In the field, high temperatures start to occur while soil water supply declines gradually during reproductive stages (e.g., flowering and grain filling) [4,7]. A significant number of studies have investigated the impact of the independent and combined effects of water-deficit and heat stress on plant growth, grain productivity, and grain quality in wheat [4,5,6,7,8,9]. Water-deficit and heat stress have significant impacts on photosynthetic activities, transpiration efficiency, cellular osmotic homeostasis, nutrient uptake, and metabolite production [1,4,8,10]. Such changes affect the reproductive processes in wheat, ultimately leading to changes in yield components (e.g., grain number, spikelet number, grain weight) and grain quality traits (e.g., protein content, starch content, antioxidant levels) [1,4,7,10].

Recent evidence suggests that water-deficit and heat stress could affect the stress response systems in the following generation through changes at the physiological, phenotypical and epigenetic level [11,12,13,14,15,16,17]. A few studies have demonstrated the adaptive value of the transgenerational influence of the same stress type in the offspring [13]. More interestingly, stress priming of one abiotic stress could have a beneficial impact on the occurrence of a different stress through synergistic stress signaling pathways [18,19,20,21]. For example, terminal drought stress applied in bread wheat from the reproductive stage until maturity improved the tolerance against salt stress in the next generation, mainly through changes in osmolyte accumulation, water relations modulation and lipid peroxidation [21]. As crops grown under field conditions are often exposed to multiple stressors (simultaneously, sequentially, or across multiple generations), investigation towards such phenomena (cross-stress tolerance or cross-stress effects) would be very beneficial for providing new strategies in crop breeding practices. However, it remains unknown how parental water-deficit and heat stress affect progeny performance under a different stress (e.g., nitrogen stress) in durum wheat.

Soil N availability has been a major limiting factor in wheat production. Nitrogen deficiency negatively affects the grain yield as well as grain quality in cereal crops through its impact on the nutrient uptake, photosynthesis rate, respiration efficiency, and enzyme activities [22,23,24,25,26,27,28,29]. N-stressed crop plants often have chlorotic leaves, less fertile tillers, shorter plant height and slow growth [27,28,29]. Changes in root architecture, root length, and root biomass are also known morphological responses to N starvation [28,30]. Several studies in wheat have investigated the molecular networks controlling the N stress response and N use efficiency through high-throughput approaches [28,31,32]. Specifically, a transcriptomic study in durum wheat has identified 4626 differentially expressed genes (DEGs) in response to N starvation at the grain filling stage [31]. The majority of the DEGs were nitrate or ammonium transporters, transcription factors, protein kinases and other genes involved in N assimilation. Furthermore, stress-responsive microRNAs (miRNAs) have also gained increasing attention for their essential roles in regulating plant adaptive responses to nutrient deprivation [23,25,33,34,35].

As an essential type of epigenetic regulator, miRNAs fine-tune the expression of their protein-coding target genes through post-transcriptional gene silencing [36,37,38,39,40,41,42]. In crops, miRNAs can rapidly respond to various environmental and developmental cues, playing important roles in plant growth, reproductive development and stress adaptation [36,43,44,45,46,47]. In particular, studies in durum wheat have discovered a significant number of miRNAs that play central roles in water-deficit stress, heat stress, and N-stress response networks [9,12,23,25,48,49,50,51,52,53,54]. Our previous research had shown that the parental water-deficit stress had a significant impact on the durum miRNA transcriptome in the progeny, contributing to the differences in stress response and crop performance when the next generation was exposed to water-deficit stress [11]. We have also demonstrated that the combination of parental water-deficit stress and heat stress significantly affected progeny germination traits and seedling vigor through changes in the miRNAome [12]. However, it is unknown how the miRNA-regulated N stress response networks are affected by the transgenerational effects of water-deficit and heat stress.

In this study, we characterized the morphological and physiological changes of durum wheat seedlings in response to N starvation under the transgenerational effects of water-deficit stress and heat (WH) stress in a WH stress-tolerant and WH stress-sensitive genotype. Using the small RNA sequencing approach, a systematic analysis of the miRNA expression profile subject to the progeny treatment factor, parental treatment factor, and genotype factor was performed on a genome-wide scale. To our knowledge, this is the first description of the transgenerational cross-stress effects in durum wheat. The results provide new insights to researchers and breeding programs addressing stress-tolerance improvement in cereal crops.

## 2. Results

### 2.1. Seedling Performance of Two Durum Wheat Genotypes under the Effects of Parental Water-Deficit and Heat Stress and Progeny N Starvation Stress

Two Australian durum wheat genotypes were used in this study. DBA Aurora is tolerant to water-deficit and heat (WH) stress and L6 (a University of Adelaide breeding line) is sensitive to WH stress [4]. To study the transgenerational effects of parental stress treatment, seeds of the two genotypes were collected from control (CG) and WH-stressed parents in a previous experiment [4]. There were four seed groups: AuCG (seeds from DBA Aurora parents treated with the control condition), AuWH (seeds from DBA Aurora parents treated with water-deficit and heat stress), L6CG (seeds from L6 parents treated with the control condition) and L6WH (seeds from L6 parents treated with water-deficit and heat stress). To study the response of progeny to N starvation stress, two treatment groups—control (C) and N starvation (N)—were set up for each seed group. Therefore, the current study had eight treatment groups in total: AuCG_C (DBA Aurora control parents, progeny treated with the control), AuCG_N (DBA Aurora control parents, progeny treated with N starvation), AuWH_C (DBA Aurora water-deficit and heat stress parents, progeny treated with the control), AuWH_N (DBA Aurora water-deficit and heat stress parents, progeny treated with N starvation), L6CG_C (L6 control parents, progeny treated with the control), L6CG_N (L6 control parents, progeny treated with N starvation), L6WH_C (L6 water-deficit and heat stress parents, progeny treated with the control), and L6WH_N (L6 water-deficit and heat stress parents, progeny treated with N starvation).

To evaluate seedling performance, eight morphological and physiological traits were measured at the three-week stage: seedling height, leaf number, shoot fresh weight, shoot dry weight, root fresh weight, root dry weight, primary root length, and chlorophyll content (Table 1 and Table 2). The growth and development of durum wheat seedlings were significantly affected by N deficiency. For progeny groups with the same parental origin, all eight traits showed a significant reduction under N starvation stress when compared with their control (i.e., AuCG_N vs. AuCG_C, AuWH_N vs. AuWH_C, L6CG_N vs. L6CG_C, and L6WH_N vs. L6WH_C). However, the % reduction of each trait varied across progeny groups in the two genotypes. For example, for plant height, progeny from the WH parents appeared to have a lower percentage reduction in response to N starvation when compared with the progeny from the control parents in both genotypes. In DBA Aurora, the percentage reduction of plant height was 32.8% between AuWH_N vs. AuWH_C, while the percentage reduction was 34.5% between AuCG_N vs. AuCG_C (Table 1). In L6, the percentage reduction of plant height was 34.3% between L6WH_N vs. L6WH_C, while the percentage reduction was 35.9% between L6CG_N vs. 6CG_C (Table 2). A similar pattern was also observed for the primary root length (11.3% (AuWH_N vs. AuWH_C) and 13.8% (AuCG_N vs. AuCG_C) in DBA Aurora; 13.8% (L6WH_N vs. L6WH_C) and 14.2% (L6CG_N vs. 6CG_C) in L6).

For the other six traits (leaf number, shoot fresh weight, shoot dry weight, root fresh weight, root dry weight, primary root length, and chlorophyll content), a genotype-dependent pattern can be observed when it comes to the transgenerational effects of parental treatment. For DBA Aurora, the WH stress-tolerant variety, the parental exposure of WH helped to mitigate the negative effects of N starvation in the progeny (lower percentage reduction for the traits measured). For example, in DBA Aurora, the percentage reduction of chlorophyll content in progeny groups from the AuCG parents was 20.6%, while in the progeny from the AuWH parents the percentage reduction was 18.1% (Table 1). In contrast, for the WH-sensitive genotype L6, the parental exposure of WH exacerbated the negative impacts of N starvation. For example, for shoot fresh weight, the percentage reduction in progeny from the L6CG parents was 63.9%, while in progeny groups from the L6WH parents, the reduction rate was 65.6% (Table 2).

### 2.2. Durum Wheat MiRNA Expression Profile across Different Treatment Groups

To investigate how miRNAs are involved in the N starvation response under the effects of transgenerational WH stress, eight sRNA libraries were constructed and sequenced from the eight treatment groups (AuCG_C, AuCG_N, AuWH_C, AuWH_N, L6CG_C, L6CG_N, L6WH_C, L6WH_N). 

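The 8 libraries hold shoots of 3-week-old seedlings of DBA Aurora and L6, from control (CG) or water-deficit and heat stressed (WH) parents, grown with complete nutrients (C) or without N (N). Every condition is 1 library made from a pool of 6 plants and read as 50-nt single ends, so no condition has a replicate. The paper names an Illumina HiSeq as the sequencer and the sample labels name an Illumina NovaSeq. N starvation was the largest source of difference between the libraries: the first principal component (52.2% of the variance) separated the 4 N-starved from the 4 control libraries. Libraries that differ only in N correlated at 0.824 to 0.853, against 0.933 to 0.953 for those that differ only in parental stress and 0.843 to 0.933 for those that differ only in genotype. These are Pearson correlations of log2 counts across sequences, which are not independent replicates. The deposited table gives normalized counts, in which 1 read is worth between 0.649 (L6WH_N) and 1.57 (AuCG_N). It lists almost nothing from under 5 reads (0.0990 to 0.569% of the values above 0). Pairs of libraries were compared by the thresholds of the paper with Fisher's exact test (p < 0.05 and a log2 ratio past 1), called the rule of the paper below. The paper names the chi-square test beside Fisher's test, and it is left out of this rule. The rule compares libraries, not conditions. Conditions were compared with an additive limma model of N starvation, parental stress and genotype over the 8 libraries, for the 605 sequences with a mean normalized count of 10 or more, at an adjusted p < 0.05. Each effect then rests on 4 matched pairs of libraries and 4 residual degrees of freedom. The median standard error of a log2 change was 0.36. In simulated libraries with 200 of the 605 sequences changed, this model recovered 71.9% (N starvation), 74.2% (parental stress) and 80.0% (genotype) of changes of log2 2. Of changes of log2 1 it recovered only 46.6%, 62.9% and 53.7%. These effects had the same design and spread and 1 random draw each, so the percentages show no difference in power between them. The simulated values have no floor of 5 reads. Where fewer sequences change the adjusted p is stricter, and recovery there was not simulated.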

In total, over 143 million raw reads were generated with over 51 million reads being unique (Table S1). After filtering and data processing, a total of 102.05 million clear sRNA reads were obtained, of which over 45 million were unique sRNA reads (Table S1). 

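By Table S1 the clear reads were 14.95 M in AuCG_C, 9.08 M in AuCG_N, 9.81 M in AuWH_C, 11.4 M in AuWH_N, 11.2 M in L6CG_C, 10.9 M in L6CG_N, 17.3 M in L6WH_C and 17.5 M in L6WH_N. From the deposited values, summed over the 1508 names, miRNA reads come to 1.59, 1.08, 1.04, 1.41, 1.31, 1.46, 1.60 and 2.45 M in the same order. This is 9.26% (L6WH_C) to 14.0% (L6WH_N) of the clear reads. Some names carry the same sequence, so these sums can count reads more than once. The 2 L6 libraries from WH parents were the deepest and list the most miRNAs, with 1167 names in L6WH_C and 1214 in L6WH_N. AuCG_N, the shallowest in clear reads, lists 766.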

Through the bioinformatics pipeline, a total of 1534 miRNA-MIR entries (different combinations of mature miRNA products and MIR origins in the genome) were identified, with 190 being novel miRNAs (Table S2). 

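A few conserved miRNAs made up most of the miRNA counts. osa-miR396e-5p, of the family that targets growth-regulating factors, held 9.51 to 24.6% of the normalized counts of a library, summed over names, and was among the 3 most abundant in all 8. Where they ranked so, tae-miR7757-5p_1ss2TC held 7.53 to 10.8% and osa-miR168a-5p, whose family targets AGO1, 7.40 to 9.10%. The 10 most abundant together held 53.9 to 65.4%. miRNAs of 21 nt accounted for 67.0 to 77.7% of the counts with 607 sequences, and those of 24 nt for 2.21 to 3.72% with 511. The 190 miRNAs of group 5, which match no known miRNA, held 0.562 to 0.95% of the counts, and 78 to 138 of them were listed in a given library. The deposited table has 1532 entries under 1508 names, with 1473 distinct sequences of 18 to 25 nt. Of these, 438 share their values in all 8 libraries with another sequence, so that 1187 sets of values are distinct.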

The identified miRNAs were grouped into five categories (group 1 to 5). The definition and selection criteria for each group were described previously [12]. Briefly, groups 1 to 4 contained different types of conserved miRNAs, and group 5 included all the novel miRNAs identified in this study. 

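By abundance the leading families were miR396 (23.4% of the normalized counts of the 1473 distinct sequences, mean of the 8 libraries), the AGO1-targeting miR168 (16.1%), the wheat families miR7757 (12.0%) and miR9674 (10.0%), and miR167, which targets auxin response factors (4.14%). By number of sequences they were miR1128 (216), miR9668 (113) and miR1120 (71), which held 0.182%, 0.287% and 0.488% of the counts. miR1128 and miR1120 resemble MITE transposons. With a family taken as the number after miR or MIR in the name, letters dropped, the conserved entries of groups 1 to 4 carry 129 family numbers.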

The conserved miRNAs belonged to 61 MIR families (Table S2). 

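The deposited table assigns 285 entries to group 1, 893 to group 2, 122 to group 3, 42 to group 4 and 190 to group 5.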

Group 2 (definition: sRNA reads can be mapped to miRNA references in the miRBase, but the pre-miRNA sequence cannot be mapped to the durum wheat genome; however, the sRNA reads can be mapped to the genome while the extended genome sequences from the mapped location can form secondary hairpins) contains the highest number of miRNA entries (895). Group 4 (definition: sRNA reads can be mapped to miRNA references in the miRbase; however, either the pre-miRNA or sRNA reads can be mapped to the durum wheat genome) contains the lowest number of miRNA entries (41). The miRNA conservation profile across different reference plant species in miRBase are shown in Figure 1a. The identified miRNAs in the current study showed the highest degree of conservation with *Triticum aestivum* as expected, and the lowest degree of conservation with *Triticum turgidum*, due to the limited number of ttu-miRNA entries registered in the miRBase.

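The deposited class labels are High for 174 entries, Medium for 817 and Low for 541. Entries of class High, among them osa-miR396e-5p and osa-miR168a-5p, held 97.7% of the summed counts, those of class Medium 2.26% and those of class Low 0.0655%. The highest value of an entry over the 8 libraries ran from 741.013 to 391698 in class High, from 10.05 to 709.9 in class Medium and from 0.798 to 9.84 in class Low. With the mean over the libraries as the measure, 120 entries would be High, 534 Medium and 878 Low; with the highest library, 153, 838 and 541.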

Among all the miRNA entries, 174 miRNAs were considered as highly expressed (higher than the dataset average) based on their normalized reads count (Table S2). The expression of 819 miRNAs were considered as medium, of which the normalized reads count was lower than the dataset average but was higher than 10 (Table S2). A total of 541 miRNAs were lowly expressed, of which the normalized reads count was lower than 10. The distribution of the identified miRNAs across different treatment groups are shown in Figure 1b. In DBA Aurora, 569 miRNAs were commonly expressed across the four treatment groups AuCG_C, AuCG_N, AuWH_C, and AuWH_N (Figure 1b). 

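In the deposited table 568 names are above 0 in all 4 DBA Aurora libraries and 1290 in at least 1 of them. With a normalized count of 10 or more required, about 440 are found in all 4 and 862 in at least 1. Only 3 names are above 0 in all 4 DBA Aurora libraries and in none of L6, against 11 the other way.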

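In L6 the deposited table lists 680 names above 0 in all 4 libraries and 1459 in at least 1. With 10 or more required, these become 433 and 841.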

In L6, 681 miRNAs were commonly expressed across L6CG_C, L6CG_N, L6WH_C, and L6WH_N (Figure 1b). 

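Among DBA Aurora libraries, AuCG_C alone lists 140 names, AuWH_N 81, AuCG_N 53 and AuWH_C 35. The highest of the 140 is tae-MIR9668-p3_1ss7TA at a normalized count of 23.3, and their median is 6.26, about 7 reads. The names at 10 or more in 1 DBA Aurora library only number 53 (AuCG_C), 50 (AuCG_N), 48 (AuWH_C) and 47 (AuWH_N). AuCG_C is also the deepest DBA Aurora library, and its 140 names hold 102 distinct sets of values.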

Interestingly, in DBA Aurora, the control progeny from the control parents (AuCG_C) had the highest number of exclusively expressed miRNAs (140). 

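Among L6 libraries, L6WH_N alone lists 136 names, L6WH_C 79, L6CG_C 32 and L6CG_N 21. The median of the 136 is a normalized count of 3.90, about 6 reads, and the highest is osa-MIR818d-p3_1ss6AG at 10.4. In contrast, bdi-miR5062a_1ss22CA, listed in L6CG_C alone, stands apart at 1452.58. At 10 or more, L6WH_N has the fewest, with 30 against 49 (L6WH_C), 48 (L6CG_C) and 39 (L6CG_N). L6WH_N is the deepest of the 8 libraries, so that a value of 3.25 is enough for an entry there and 5.39 is needed in L6CG_C.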

In L6, the N starvation progeny from the stressed parents (L6WH_N) had the highest number of exclusively expressed miRNAs (136).

### 2.3. Differentially Expressed MiRNAs (DEMs) Subject to Different Factors

The expression analysis of differentially expressed miRNAs (DEMs) was performed based on the miRNA normalized reads count across different treatment groups. To investigate the effects of progeny N starvation on miRNA expression, pairwise comparisons were made between control and N starvation treatment groups with the same parental origin (Table S3). Between AuCG_N and AuCG_C, 672 miRNAs showed significant differential expression in response to N starvation; between AuWH_N and AuWH_C, 477 miRNAs showed significant differential expression; between L6CG_N and L6CG_C, 542 miRNAs showed significant differential expression; between L6WH_N and L6WH_C, 494 miRNAs showed significant differential expression (Table S3). 

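miR169, which targets NF-YA transcription factors, was lower after N starvation in every background. ata-miR169d-5p stood at a normalized count of 29.8 in AuCG_N against 1731 in AuCG_C, and ata-miR169a-3p at 2.27 in L6WH_N against 2699 in L6WH_C. Higher in AuCG_N than in AuCG_C were gma-miR156a_L+1R+2 (1533 against 105), an isomiR of the SPL-targeting miR156, and bdi-miR167c-5p_R+3 (524 against 22.8). Both end in CCA, as does osa-miR393a_L+1R+2. In progeny of AuWH the largest rises included tae-miR9676-5p (845 in AuWH_N against 141 in AuWH_C) and PC-5p-9811_380 of group 5 (202 against 38.1). In progeny of L6CG they included tae-MIR9676-p3 (1110 in L6CG_N against 186 in L6CG_C), the star strand of the same wheat family, and gma-MIR5368-p3_1ss3GA (153 against 19.4). In progeny of L6WH, ata-miR1432-5p_L+1R-1, of a family that targets calcium-binding EF-hand genes, stood at 4455 in L6WH_N against 706 in L6WH_C. By Fisher's exact test, which compares libraries, not conditions, 674 (AuCG), 477 (AuWH), 547 (L6CG) and 494 (L6WH) names passed. In the same direction in all 4 pairs were 101, against 4.43 if the pairs were independent and every name equally likely to be called. The names are not independent either, as some share all their values, such as tae-MIR1120a-p3_1 to _11. Most of the names that passed in a pair, 73.0%, 63.3%, 60.9% and 54.1%, are listed at 0 in 1 of the 2 libraries. At a normalized count of 100 or more the numbers are 107, 83, 98 and 102.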

Interestingly, a consistent pattern can be found regarding the number of significantly down-regulated and up-regulated miRNAs. 

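Loss of miR169 was the dominant change. ata-miR169a-3p fell from 4022 ± 1444 in control to 2.52 ± 3.68 in N-starved libraries (mean ± SD of 4), a log2 change of −10.70 (standard error 0.52, limma adjusted p = 1.54e-05). ata-miR169h-3p_L-1 (454 ± 151 in the controls), ata-miR169a-5p (267 ± 116) and bdi-MIR169c-p5_1ss16GC (157 ± 46.7) were listed at 0 in all 4 N-starved libraries. ata-miR169i-5p_1ss15TC (log2 −7.86), far-MIR169-p3_1ss8AG (−7.47), bdi-MIR169c-p3 (−7.27), far-MIR169-p5_2ss18CT24AG (−7.15) and ata-miR169c-3p_L+2R-1 (−6.52) fell as well. These and ata-miR169a-3p are each listed at 0 in AuCG_N, where the floor of 5 reads is worth 7.84. The sizes of their falls therefore rest in part on the pseudocount of 1. For ata-miR169a-3p in L6WH, above 0 in both libraries, the log2 change was −9.69 with a pseudocount of 1 and −8.54 with 5. Rises were smaller. tae-miR9676-5p went from 238 ± 72.0 to 1132 ± 335 (log2 2.26), osa-miR159c_R-2_1ss1AC, whose family targets GAMYB factors, from 86.4 ± 22.9 to 379 ± 88.8 (2.14). tae-MIR9676-p3 went from 223 ± 51.9 to 898 ± 176 (2.01), and tae-MIR398-p5 rose by log2 1.99 from 108 ± 26.7. Further rises were bdi-miR167c-5p_R+3 (2.92), tae-miR9678-3p (2.77), mes-miR156a_L+1R+3 (1.97), and gma-MIR5368-p3_1ss5GA (4.39). The entries gma-MIR5368-p3_1ss4GA_1 and _2 have the same values, listed at 0 in all controls and at 30.8 ± 18.4 without N. Variants of gma-MIR5368-p3 did not all rise. By the rule of the paper gma-MIR5368-p3_1ss2GA, with a mean of 35.1 over the 8 libraries, was lower after N starvation in all 4 pairs. In all, limma called 58 sequences higher and 93 lower after N starvation at an adjusted p < 0.05 (203 at an unadjusted p < 0.05, where 30.25 of the 605 tested would pass by chance). Of the 151, 149 moved the same way in all 4 pairs. Pair by pair, the split by Fisher's exact test was 202 higher and 472 lower (AuCG), 214 and 263 (AuWH), 210 and 337 (L6CG) and 167 and 327 (L6WH). With the seed group as a block of 4 pairs, limma called 133 (52 higher, 81 lower). Without AuCG_C it called 96 and without AuWH_N 94. With each distinct set of values counted once, a setting chosen after the data were seen, it called 129 of 538 (54 higher, 75 lower). The split depends on the scaling: limma gives 40 higher and 106 lower at equal totals and 80 and 76 after quantile normalization, and the L6CG pair 291 and 305 when scaled to clear reads. In AuCG it turns at a normalized count of 100 or more (58 and 49) and in AuWH with the chi-square test (282 and 264).

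**Figure D1:**
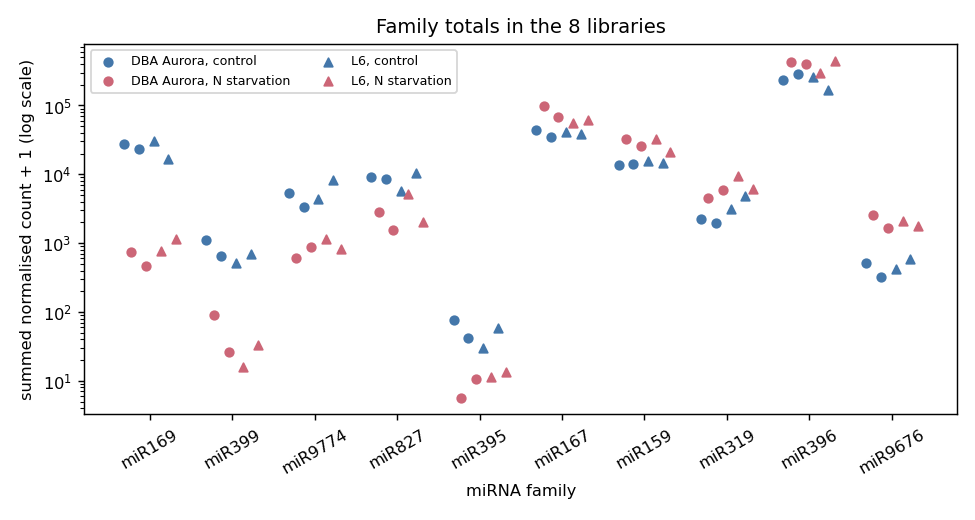
Summed normalized counts (plus 1, log scale) of 10 miRNA families in the 8 libraries; circles, DBA Aurora; triangles, L6; blue, control; red, N starvation. Within each color and shape the left symbol is the CG and the right symbol the WH library.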

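Families with known roles in nutrient supply fell as a group. Summed over its 44 sequences, miR169 went from 24582 ± 6188 to 779 ± 271 (log2 −5.01). miR399, which targets the phosphate regulator PHO2, went from 745 ± 249 to 40.2 ± 32.9 (−4.43). miR827, which targets SPX-domain genes, went from 8509 ± 2024 to 2911 ± 1633 (−1.67), though hardly in L6CG (5731 to 5219), and miR395, which targets ATP sulfurylases, from 50.8 ± 20.7 to 9.26 ± 3.27 (−2.31). The wheat families miR9774 (−2.58), miR9773 (−1.60), miR9654 (−1.64) and miR9652 (−1.11), together with miR530 (−1.81) and miR390, which triggers TAS3 siRNAs (−1.23), fell too. Families that rose were miR9676 (2.15), the TCP-targeting miR319 (1.13), the monocot miR528 (1.09), the GAMYB-targeting miR159 (0.94) and miR396 (0.75). miR160 (0.93) and miR167 (0.81), which target auxin response factors, rose too. Of 104 families with a mean total of 10 or more, limma called 12 higher and 14 lower at an adjusted p < 0.05. With log2 values averaged over the members of a family, limma called 7 higher and 10 lower at an adjusted p < 0.05. Then miR396, whose total is mostly osa-miR396e-5p, turned to −0.027, and miR528 (1.16), miR160 (0.77) and miR167 (0.73) no longer passed. By list, limma called 31 of 35 tested members of the nutrient and nitrogen families lower and 0 higher (34 adjusted over the list alone; median log2 −5.02). The most abundant were osa-miR827, bdi-miR169c-3p_L+1_2ss6GA13CT (−5.29) and ata-miR169f-3p_R-1 (−3.80). Auxin families had 11 higher and 4 lower of 30 (13 and 4 adjusted over the list alone), led by ata-miR167b-5p (1.22), but 5 and 5 at equal totals. Leaf, meristem and flower families had 16 higher and 8 lower of 57 (18 and 9), led by osa-miR396e-5p (170427 ± 43500 to 338218 ± 60361, 1.01), but 12 and 11 at equal totals. Phase change families had 5 higher and 1 lower of 15 (6 and 2 adjusted over the list alone), among them zma-miR156d-3p_R+1_1ss8TC (0.84). Copper and redox families had 3 higher and 2 lower of 9 (the same over the list alone). Of the MADS-box-targeting miR444, 2 of 9 were lower (also 2), among them osa-miR444a-3p.2 (−0.95). The miRNA pathway list (2 members) and the calcium list of miR1432 (4) had none. MITE-like families had 24 members lower and 0 higher (18 over the list alone), with a median of −0.21 that turns to 0.02 after quantile normalization, where 3 are higher and 13 lower. The miRNAs of group 5 had 3 higher and 7 lower of 66 (2 and 6), with a median of 0.10 that turns to −0.09 at equal totals; after quantile normalization 7 are higher and 7 lower, with a median of 0.45. By length, 47 were higher and 69 lower of 400 at 20 to 22 nt (49 and 72 adjusted over the list alone). At 23 to 25 nt 9 were higher and 20 lower of 191 (5 and 17), among them tae-miR9773_R+1 (17176 ± 7889 to 5318 ± 1339). After quantile normalization the splits are 59 and 58 at 20 to 22 nt, and 17 and 14 at 23 to 25 nt. No member of the phased siRNA triggers miR2118 and miR2275 was abundant enough to test. The median change of all 605 sequences was −0.06, and −0.25 at equal totals or 0.17 after quantile normalization.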

In both genotypes, the number of down-regulated miRNAs was always higher than the number of up-regulated miRNAs within each pairwise comparison of N starvation responsive miRNAs (Figure 2a). Given the gene-silencing effects of miRNAs, the pattern suggests that the N starvation-responsive miRNAs were more involved in promoting the expression of their target genes rather than repressing gene expression.

To investigate the effects of parental treatment on progeny miRNA expression, pairwise comparisons were made between groups with the same progeny treatment factor but were originated from different parental sources (Table S4). 

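miR1432, of the family that targets EF-hand genes, differed most with parental stress among control progeny (of names above 0 in both libraries and at 100 or more in 1), and in opposite directions in the 2 genotypes. sbi-miR1432 stood at 2009 in AuWH_C against 113 in AuCG_C (log2 4.16, 95% interval from counting alone 3.89 to 4.43). It stood at 86.2 in L6WH_C against 1881 in L6CG_C (−4.45, −4.73 to −4.18). osa-miR1432-5p_L-1R+1 (702 against 55.5 in DBA Aurora, 29.5 against 666 in L6) and ata-miR1432-5p_L+1R-1 (8109 against 962, and 706 against 7417) followed it. The opposite directions did not hold without N, where these names were higher from WH parents in both genotypes. There sbi-miR1432 stood at 510 in AuWH_N against 320 in AuCG_N, and at 258 in L6WH_N against 70.2 in L6CG_N. Among N-starved DBA Aurora, tae-MIR1128-p3_1ss10CT was higher in AuWH_N than in AuCG_N (111 against 40.8), while gma-miR156a_L+1R+2 (235 against 1533) and mes-miR394a_R+2, whose family targets an F-box gene (13.2 against 114), were lower. Among N-starved L6, gma-miR156a_L+1R+2 was higher in L6WH_N than in L6CG_N (122 against 19.5), and bdi-MIR7757-p3_1ss6AG (1934 against 6254) and tae-miR9778 (20.8 against 111) were lower. Fisher's exact test, which compares libraries, not conditions, called 318 (AuWH_C against AuCG_C), 471 (AuWH_N against AuCG_N), 468 (L6WH_C against L6CG_C) and 341 (L6WH_N against L6CG_N) names. Of these, 73.6%, 79.2%, 82.1% and 60.4% are listed at 0 in 1 of the 2 libraries. Names at 100 or more number 26, 37, 29 and 42.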

Between AuWH_C and AuCG_C, 319 miRNAs showed significant differential expression due to parental WH stress; between AuWH_N and AuCG_N, 471 miRNAs showed significant differential expression; between L6WH_C and L6CG_C, 469 miRNAs showed significant differential expression; between L6WH_N and L6CG_N, 342 miRNAs showed significant differential expression (Table S4). The number of significantly down-regulated and up-regulated miRNAs in each pairwise comparison was also compared (Figure 2). 

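No miRNA passed the limma test for parental stress across both genotypes and both N treatments (adjusted p < 0.05), which does not show that none changed. The lowest p belonged to hvu-miR1436_L+2R+1_1ss4CT (33.0 in WH against 5.42 in CG libraries; log2 3.24, limma adjusted p = 0.689), followed by PC-3p-24935_169 of group 5 (−2.14), osa-miR160f-5p_L-3R+3 (406 against 626; −0.59), tae-MIR1139-p5_1ss2GA (0.77) and ata-miR9674a-3p_L-1R+1 (−1.79). Of the 605 sequences tested, limma called 0 at an adjusted p < 0.05 and 10 at an unadjusted p < 0.05, where 30.25 would pass by chance. Without L6CG_N limma called 38 at an unadjusted p < 0.05 and still 0 at an adjusted p < 0.05. None of the 104 families was called by limma (0 also at an unadjusted p < 0.05). Nor was any member of the nutrient, copper, auxin, phase change, leaf and flower, miRNA pathway, MADS-box, calcium, MITE-like, group 5, CCA or length lists, also when adjusted over the list alone. The log2 differences due to parental stress in 1 pair of libraries hardly went with those in another (mean Pearson correlation −0.0539 across the 605 sequences, which are not independent replicates), where those due to N starvation did (0.664). By Fisher's exact test the split was 122 higher and 196 lower (AuWH_C against AuCG_C), 300 and about 170 (AuWH_N against AuCG_N), 358 and 110 (L6WH_C against L6CG_C) and 187 and 154 (L6WH_N against L6CG_N). The rule called 4 names in all 4 pairs, all of them higher (0.880 if the pairs were independent). They are hvu-miR1436_L+2R+1_1ss4CT and 3 that are listed at 0 in all CG libraries, with means of 4.28, 2.98 and 2.73 over the 8 libraries. With only names above 0 in both libraries every split turns (45 and 39, 35 and 63, 38 and 46, 55 and 80, in the same order), and it also turns at a normalized count of 10 or more in AuWH_N against AuCG_N (92 and 101).

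**Figure D2:**
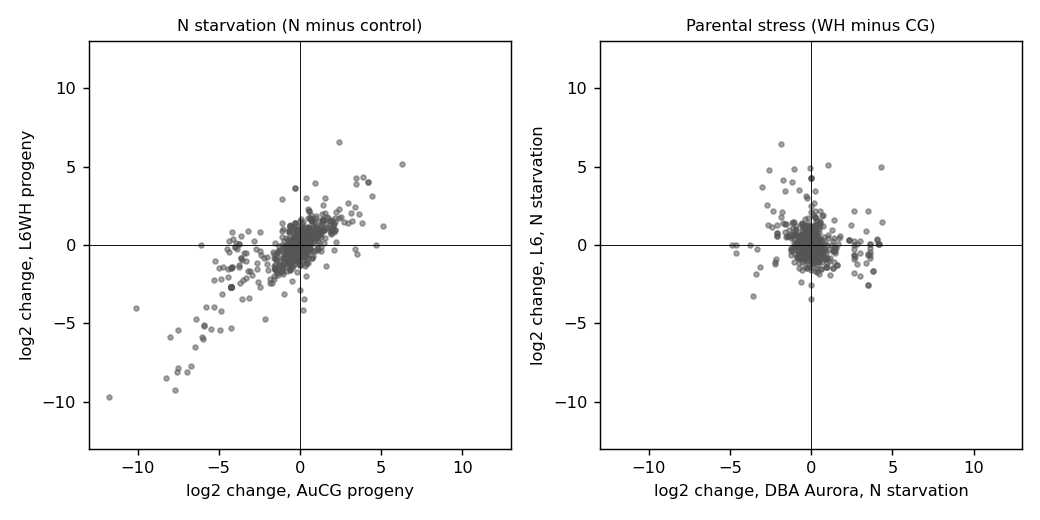
Log2 change of the 605 tested sequences in pairs of libraries. Left, N starvation in progeny of AuCG (horizontal) and L6WH (vertical) parents. Right, parental stress in N-starved DBA Aurora (horizontal) and N-starved L6 (vertical). The Pearson correlations shown are 0.776 and −0.154; over all 6 combinations of pairs they ran from 0.512 to 0.776 for N starvation, of which the left panel is the highest, and from −0.255 to 0.181 for parental stress.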

Except for AuWH_C vs. AuCG_C, the number of up-regulated miRNAs was always higher than the number of down-regulated miRNAs (Figure 2b).

To identify miRNAs with genotype-dependent expression patterns, pairwise comparisons were made between groups with the same progeny treatment and parental treatment of two different genotypes (Table S5). 

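tae-miR9661-5p_1ss14GA was lower in DBA Aurora in every pair (26.0 against 2273 in L6 for CG_C, 31.4 against 443.6 for CG_N, 59.2 against 2676 for WH_C and 6.11 against 241 for WH_N). osa-miR171b_R+4, of the family that targets scarecrow-like factors, was higher in AuCG_N than in L6CG_N (637 against 2.44), and ata-MIR396d-p3 lower in AuWH_N than in L6WH_N (129 against 1081). Fisher's exact test, which compares libraries, not conditions, called 365 (CG_C), 618 (CG_N), 601 (WH_C) and 234 (WH_N) names. It called 18 in the same direction in all 4 pairs (1.56 if the pairs were independent). Of the calls, 68.2%, 70.1%, 77.5% and 79.1% are listed at 0 in 1 of the 2 libraries. Those at 100 or more number 39, 93, 55 and 17.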

Between AuCG_C and L6CG_C, 363 miRNAs showed significant genotypic expression; between AuCG_N and L6CG_N, 620 miRNAs showed significant genotypic expression; between AuWH_C and L6WH_C, 601 miRNAs showed significant genotypic expression; between AuWH_N and L6WH_N, 232 miRNAs showed significant genotypic expression (Table S5). Regardless of the parental and progeny treatment conditions, the number of down-regulated miRNAs (i.e., miRNA was less abundant in DBA Aurora) was always higher than the number of up-regulated miRNAs (i.e., miRNA was more abundant in DBA Aurora) (Figure 2c). 

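Several miRNAs marked the genotype whatever the treatment. PC-5p-627_5996 of group 5 (TTTGCGCAGAAGGGAGAAATC) averaged 2233 ± 470 in the 4 L6 libraries and was listed at 0 in all 4 DBA Aurora libraries. So were PC-3p-6569_544 (154 ± 63.2 in L6), PC-3p-7748_468 (125 ± 9.40), tae-miR6201 (57.6 ± 22.1) and PC-5p-30368_143 (29.6 on average). tae-miR9661-5p_1ss14GA averaged 30.6 ± 21.9 in DBA Aurora and 1408 ± 1245 in L6 (log2 −5.19, limma adjusted p = 0.00246). tae-MIR9661-p3, tae-MIR1130b-p3_1ss11GA and the paired entries tae-MIR1122c-p3_1ss10GA_1 and _2, the last 3 of MITE-like families, were lower too. Above 0 in all 4 DBA Aurora libraries and in none of L6 were PC-5p-70520_66 (30.5 ± 13.7), PC-3p-76927_60 (23.3 ± 3.42) and tae-MIR1128-p3_2ss10CG23GA (7.15 on average). Overall limma called 2 sequences higher and 14 lower in DBA Aurora at an adjusted p < 0.05 (84 at an unadjusted p < 0.05). It called the families miR6201, miR9661 (−5.23) and miR9678 (−2.37) lower. With parental and progeny treatment as a block of 4 pairs it called 13. By list, group 5 had 2 higher and 5 lower of 66 (2 and 6 adjusted over the list alone), and MITE-like families 3 lower (also 3). Copper and redox families had 1 lower of 9 (also 1), and leaf, meristem and flower families 1 lower of 57 (0 over the list alone). Of miRNAs of 20 to 22 nt, 2 were higher and 14 lower of 400 (the same over the list alone), and of the isomiRs ending in CCA 0 of 12 (8 higher over the list alone). The CCA list was drawn up because such names stood out in Table S3, so its count is no test of a genotype difference. Over its 15 members the median log2 difference was 4.19 in the CG_N pair but 0.30 in the WH_N pair. Nutrient, auxin, phase change, miRNA pathway, MADS-box and calcium families and miRNAs of 23 to 25 nt had 0. By Fisher's exact test the split was 173 higher and 192 lower (CG_C), 239 and 379 (CG_N), 129 and 472 (WH_C) and 93 and 141 (WH_N). At a mean of 50 or more limma called 4 sequences, and the number of families was 6 without AuCG_C, 10 without L6CG_C and 5 without L6WH_N. The CG_C split turns to 281 and 185 at equal totals and 225 and 147 with median of ratios scaling. At a normalized count of 100 or more the splits of CG_N (51 and 42), WH_C (28 and 27) and WH_N (9 and 8) turn.

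**Figure D3:**
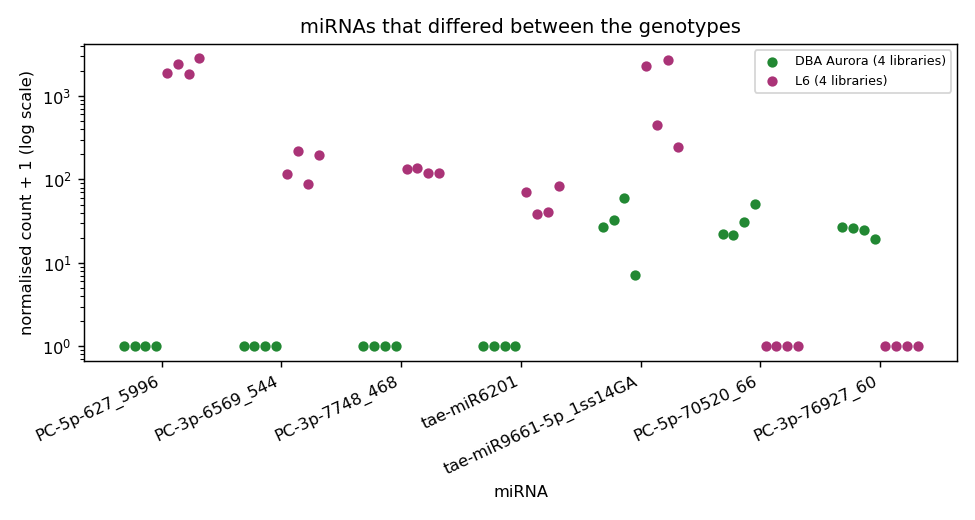
Normalized counts (plus 1, log scale) of 7 miRNAs in the 4 DBA Aurora libraries (green) and the 4 L6 libraries (purple).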

As lower miRNA expression would allow for higher expression of their target genes, the pattern suggests more miRNAs were promoting the expression of their target genes in DBA Aurora.

### 2.4. Analyses of the Functional Target Genes of DEMs

In the current study, protein-coding genes targeted by DEMs in the two durum wheat genotypes were identified using the GSTAr package. The recently published durum wheat assembly Svevo.v1 was used as the reference. Gene ontology (GO) analysis was performed as previously described [11,12,53,54] to provide more functional information on the mRNA targets regarding the three GO categories: cellular component (CC), biological process (BP), and molecular function (MF). KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis (http://www.genome.jp/kegg, accessed on 14 January 2021) was conducted [11,12,53,54] to determine the biological pathways in which miRNA-target genes participate.

First, gene transcripts targeted by N starvation-responsive DEMs were investigated (Table S6). For the 672 miRNAs differentially expressed between AuCG_N and AuCG_C, 15,794 target transcripts were identified (Table S6). For the 477 miRNAs differentially expressed between AuWH_N and AuWH_C, 11,787 target transcripts were identified (Table S6). For the 542 miRNAs differentially expressed between L6CG_N and L6CG_C, 12,102 target transcripts were identified (Table S6). For the 494 miRNAs differentially expressed between L6WH_N and L6WH_C, 15,202 target transcripts were identified (Table S6). GO enrichment analysis showed the top GO terms enriched for target transcripts identified in each pairwise comparison subject to the N starvation factor (Figure 3). Certain GO terms were common among treatment groups while others were specific to the genotype or parent treatment factor. For example, the term protein binding (GO:0005515, MF category) was enriched for all comparisons (except for AuCG_N vs. AuCG_C). Cell differentiation (GO:0030154, BP category) was only enriched for the targets in DBA Aurora comparison groups but not in L6. Although there were no L6-specific GO terms enriched for both L6 comparisons, there were GO terms that were specifically enriched for individual L6 comparisons. For example, the cell surface receptor signaling pathway (GO:0007166, BP category) was specifically enriched for transcripts targeted by progeny N-responsive miRNAs in L6 groups from the stressed parents (L6WH_N vs. L6WH_C), and xylem development (GO:0010089, BP category) was specifically enriched for L6CG_N vs. L6CG_C. The top five significant KEGG pathways enriched for each comparison are listed in Table 3. The results provide further information on the specific functions of the target genes of N starvation-responsive miRNAs. It is noted that the ko04010–MAPK signaling pathway was ranked as the top KEGG pathway for all the N starvation factor comparisons except for L6CG_N vs. L6CG. In general, most of the top enriched pathways were related to signaling (e.g., ko04070 and ko00562 that mediate Ca^2+^ signaling), protein processing (e.g., ko04141) and N metabolism (e.g., ko00230).

Secondly, gene transcripts targeted by DEMs responsive to the transgenerational effects of parental treatment were identified (Table S7). For the 319 miRNAs differentially expressed between AuWH_C and AuCG_C, 7273 target transcripts were identified (Table S7). For the 471 miRNAs differentially expressed between AuWH_N and AuCG_N, 9671 target transcripts were identified (Table S7). For the 469 miRNAs differentially expressed between L6WH_C and L6CG_C, 9946 target transcripts were identified (Table S7). For the 342 miRNAs differentially expressed between L6WH_N and L6CG_N, 9115 target transcripts were identified (Table S7). GO enrichment analysis identified the top GO terms enriched for target transcripts of DEMs in each pairwise comparison (Figure 4). Similarly, certain GO terms were common among the comparison groups, while others were specific to the genotype or progeny treatment factor. For example, RNA interference (GO:0016246, BP category) was only enriched for comparison groups in DBA Aurora (AuWH_C vs. AuCG_C, AuWH_N vs. AuCG_N). Xylem and phloem pattern formation (GO:0010051, BP category) was enriched for comparison groups where progeny was treated with N starvation (AuWH_N vs. AuCG_N and L6WH_N vs. L6CG_N). The top five significant KEGG pathways enriched for each comparison are listed in Table 4. The ko04010–MAPK signaling pathway ranked as the top pathway again for two parental treatment factor comparisons (AuWH_N vs. AuCG_N and L6WH_C vs. L6CG_C). It was also observed that ko03013–RNA transport was only enriched for AuWH_N vs. AuCG_N, and ko03008–Ribosome biogenesis in eukaryotes was only enriched for L6WH_N vs. L6CG_N.

Finally, gene transcripts targeted by DEMs with a genotype-dependent pattern were analyzed (Table S8). For the 363 miRNAs differentially expressed between AuCG_C and L6CG_C, 7772 target transcripts were identified (Table S8). For the 620 miRNAs differentially expressed between AuCG_N and L6CG_N, 15,762 target transcripts were identified (Table S8). For the 601 miRNAs differentially expressed between AuWH_C and L6WH_C, 13,177 target transcripts were identified (Table S8). For the 232 miRNAs differentially expressed between AuWH_N and L6WH_N, 4957 target transcripts were identified (Table S8). There seems to be a higher level of specificity of the GO terms enriched across these pairwise comparisons compared to previous comparisons (Figure 5). Many terms were specific to the parental or progeny treatment factor. For example, RNA interference (GO:0016246, BP category) and the cellular response to unfolded protein (GO: 0034620, BP category) were only enriched for AuCG_C vs. L6CG_C; the miRNA catabolic process (GO:0010587, BP category) and auxin-activated signaling pathway (GO:0009734, BP category) were only enriched for AuCG_N vs. L6CG_N (Figure 5). Plant-type cell wall biogenesis (GO:0009832, BP category) and protein serine/threonine kinase activity (GO:0004674, MF category) were only enriched for AuWH_C vs. L6WH_C; the methionine biosynthetic process (GO:0009086, BP category) and aspartate kinase activity (GO:0004072, MF category) were only enriched for AuWH_N vs. L6WH_N (Figure 5). The results provide more insights on the specific biological functions and molecular pathways with which genotype-dependent miRNA-target genes were associated. The top five significant KEGG pathways enriched for each comparison are listed in Table 5. The MAPK signaling pathway was common to three genotype factor comparisons (AuCG_C vs. L6CG_C, AuCG_N vs. L6CG_N and AuWH_C vs. L6WH_C). The mRNA surveillance pathway (ko03015) was only enriched for AuCG_C vs. L6CG_C; the RNA degradation pathway (ko03018) was only enriched for AuCG_N vs. L6CG_N; the Toll-like receptor signaling pathway (ko04620), Toll and Imd signaling pathway (ko04624), and NOD-like receptor signaling pathway (ko04621) were only enriched for AuWH_C vs. L6WH_C; RNA polymerase (ko03020), cysteine, and methionine metabolism (ko00270) and the ABC transporters pathway (ko02010) were only enriched for AuWH_N vs. L6WH_N (Table 5).

### 2.5. QPCR Analysis of DEMs and Their Target Genes

qPCR expression analysis was performed on six N stress-responsive miRNAs (ttu-miR160, ata-miR167b-3p, ata-MIR169d-p3, osa-miR393a_L+1R+2, tae-miR398_L-1R+1 and osa-miR827) and three target genes (two leucine-rich repeat receptor-like protein kinase family protein genes (*LRR-PK*) targeted by ata-MIR169d-p3, and a pentatricopeptide repeat-containing protein gene (*PPR*) targeted by osa-miR393a_L+1R+2) to validate their expression (Figure 6). Most miRNAs showed a similar expression pattern to their sRNA sequencing profile. Two miRNAs (ata-MIR169d-p3 and osa-miR393a_L+1R+2) exhibited a significant down-regulation pattern in response to progeny N starvation treatment, irrespective of parental origin and genotype. Their target genes exhibited a significant up-regulation pattern in response to progeny N starvation treatment, which was expected given that lower miRNA expression would allow for higher expression of their targets. For the *LRR-RK* genes (TRITD2Av1G130230 and TRITD2Bv1G123760), the highest up-regulation fold-change was found in the L6 progeny from the WH parents (L6WH_N vs. L6WH_C). However, for the *PPR* gene, the highest up-regulation fold change was found in the DBA Aurora progeny from the CG parents (AuCG_N vs. AuCG_C).

## 3. Discussion

Crop plants growing under field conditions are often challenged by more than one abiotic or biotic constraint, simultaneously, sequentially, or even across generations. Plants have evolved sophisticated response systems to cope with stress by activating a range of changes at the cellular, molecular, physiological, and phenotypic levels [36,55,56,57]. Understanding the response mechanisms that underpin stress tolerance level is critical for the development of next-generation crop varieties with higher environmental resilience. Recently, the phenomenon of transgenerational stress memory in plants has become of increasing research interest [11,12,13,14,17,21,58,59]. Crop varieties could exhibit genotype-dependent responses to reoccurring stress or a second stress factor under the transgenerational effects of parental stress [11,12,13,60].

As a key nutrient required for crop development, N is one of the most limiting nutrients for yield production. The lack of N often leads to a serious delay in development and significant symptoms [28,29,30,61]. In the current study, the WH-stress tolerant genotype DBA Aurora and WH stress-sensitive genotype L6 both exhibited a significant reduction in the morphological and physiological traits measured, including seedling height, leaf number, shoot fresh weight, shoot dry weight, root fresh weight, root dry weight, primary root length, and chlorophyll content (Table 1 and Table 2). These results are consistent with previous studies except for changes in root-related traits, where observations of both N stress-induced and N stress-inhibited root traits have been recorded. In a recent study using a Chinese bread wheat cultivar (Wanmai 52), low nitrogen stress significantly inhibited both seedling growth and root development [28]. Growth parameters including plant height, leaf area, shoot dry weight, root dry weight, total root length, and total root number all showed a significant reduction after 10 days of low N stress treatment. For another study using a different Chinese bread wheat cultivar (Yumai 34), different response patterns of morphological traits were recorded [29]. At the eight-day seedling stage, plant height, shoot fresh weight, and shoot dry weight showed a significant decrease under N starvation, but root length, root fresh weight, and root dry weight all showed a significant increase in response to stress. For a study using two highly N-responsive bread wheat genotypes (Kalyansona and NP-890) grown hydroponically, genotype-dependent trends were observed for the morphological traits measured [30]. Both genotypes exhibited a significant reduction in shoot length, shoot fresh weight, and shoot dry weight under N starvation. However, Kalyansona showed reduced root fresh weight and root dry weight in response to N stress, while NP-890 exhibited no significant difference in these two traits between N-optimum and N-starved conditions. Furthermore, in a study using two Italian durum wheat cultivars (Ciccio and Svevo), after a month of chronic N stress applied within a hydroponic system, no significant differences were found for plant height and leaf area between stressed and non-stressed Z14 stage seedlings [25]. However, Ciccio N-stressed plants had significantly longer root length (doubled) whereas the difference in Svevo was much smaller. The differences in the morphological responses of N stress (particularly root-related traits) across these studies could be due to the genetic variability of the cultivars used, different growing systems (hydroponics or soil-based), and the time of stress application and measurement (different seedling developmental stages).

Interestingly, in the current study, although both DBA Aurora and L6 showed a significant reduction in all the morphological and physiological traits, it was noted that the genotype and parental stress factors also had an influence on the reduction rate of certain traits under N stress. In DBA Aurora, the WH stress-tolerant variety, parental stress treatment helped to lower the reduction rate of all traits. However, in L6, the WH-stress sensitive genotype, most of the traits had a higher percentage reduction in the progeny from the stressed parents when compared with the progeny from the control parents, except for two traits (seedling height and primary root length). A few studies have recorded a similar pattern, where the transgenerational effects of stress showed genotype-dependent differences in the progeny. In field-grown peanut, water-saving irrigation practices in the parents had positive impacts in the early seedling growth in the next generation, but how transgenerational stress memory was expressed was dependent on the genotype and the offspring’s environmental conditions [13]. In rice, six consecutive generations of drought stress had a cumulative effect on the DNA methylation pattern of two rice cultivars with contrasting drought tolerance levels, in which the stress-resistant cultivar had a higher percentage of stably transmitted methylated loci [60]. In another study in rice, four rice genotypes with contrasting tolerance levels to salinity stress also exhibited genotype-dependent transgenerational alteration in DNA methylation under both salinity and alkaline stresses [62]. Moreover, our previous study in Australian durum wheat demonstrated that the transgenerational influence of water-deficit stress on the physiological traits, yield components, and grain quality traits in the next generation varied depending on the genotype [11]. Therefore, it can be concluded that the impacts of transgenerational stress are genotype-dependent, even within the same crop species, and should not be generalized. Future research focusing on the mechanisms of transgenerational stress memory should aim to include a wide range of germplasm containing varieties with contrasting levels of stress tolerance.

Most of the previous studies evaluating transgenerational stress effects have focused on the same stress type across generations. Our study represents the first investigation of transgenerational cross-stress effects in durum wheat. Cross-stress tolerance refers to the improved ability of plants to tolerate different types of stress after the exposure of a primary stress type [20,63]. Achieving cross-stress tolerance in plants will likely require fine-tuned coordination of synergistic or antagonistic stress signaling pathways shared across different stress response systems. Key participants that have received a lot of attention in the crosstalk of stress response include plant hormones, transcription factor (TF) families, reactive oxygen species (ROS), reactive nitrogen species (RNS) and miRNAs. Plant miRNAs modulate a wide range of biological processes including stress signal recognition, hormone signal transduction, nutrient metabolism, transport, and cellular homeostasis [36,41,44,45]. For example, the metabolism and signaling of almost all phytohormones (such as auxin, abscisic acid (ABA), gibberellic acid (GA), jasmonic acid (JA), brassinosteroid, ethylene, and cytokinin) are regulated by different miRNA families [64,65,66,67]. A significant portion of the target repertoire of miRNAs are TF families, including DREB, NAC, ARF, WRKY, MYB, MYC, SPL, bZIP, GRF, NF-YC, ERF, bHLH, and GATA family members [53,54,68,69]. Moreover, miRNA families such as miR398 and miR528 are hub regulators that control cellular homeostasis through targeting redox-related enzymes such as superoxide dismutases (SODs), peroxidases (PODs) and ascorbate oxidase (AAOs) [70,71,72]. With the small RNA high-throughput sequencing technology and advanced bioinformatics pipelines, many studies have investigated the durum wheat miRNA expression profile under different stress conditions and at various developmental stages [9,23,25,50,52,73], including our previous research with a particular focus on water-deficit and heat stress [11,48,49,51,53,54]. Given their roles in stress-regulatory crosstalk, miRNAs would also be expected to play a significant part in transgenerational cross-stress responses in plants.

In the current study, we provided the first systematic and detailed analysis of the durum wheat miRNA population subject to the progeny N starvation, parental WH stress and genotype factors. Expression profiles of 1534 miRNAs (including 190 novel miRNAs) were provided with significant DEMs identified in the two durum wheat genotypes (Figure 2). The highest number of N starvation-responsive DEMs was found in DBA Aurora progeny groups from the control parents (AuCG_N vs. AuCG_C). 

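Among the miRNAs that the paper chose for qPCR, the response was largest in AuCG for ata-MIR169d-p3, ata-miR167b-3p and tae-miR398_L-1R+1, but not for osa-miR827 and ttu-miR160. For tae-miR398_L-1R+1 this turns with clear reads (log2 2.40 in AuCG and 2.46 in L6WH), a setting chosen after the data were seen. For osa-miR393a_L+1R+2, listed at 0 in AuWH_C, the log2 change was 3.93 in AuCG against 1.70 (L6CG) and 1.57 (L6WH), with no ratio for AuWH. ata-miR167b-3p rose 3.99-fold in AuCG, 2.39-fold in AuWH, 2.82-fold in L6CG and 3.07-fold in L6WH (from 2879 ± 455 to 8606 ± 608 over the 4 pairs; limma adjusted p = 0.000804). tae-miR398_L-1R+1, whose family targets copper/zinc superoxide dismutases, rose 5.62-, 4.05-, 2.18- and 5.04-fold in the same order (29.1 ± 11.9 to 109 ± 14.9; limma adjusted p = 0.00471). osa-miR827 changed by log2 −1.83, −2.49 and −2.43 in AuCG, AuWH and L6WH but stood at 5089 against 5412 in L6CG (limma adjusted p = 0.0166 over the 4 pairs, no longer passing without AuCG_C, AuWH_C, AuWH_N, L6WH_C or L6WH_N). ttu-miR160 rose by log2 1.33 in AuCG and 1.98 in L6WH, with 0.52 in AuWH and 0.39 in L6CG (limma adjusted p = 0.0385). AuCG has the most calls by Fisher's exact test, which compares libraries, not conditions, but not under every filter. With only names above 0 in both libraries the numbers are 182 (AuCG), 175 (AuWH), 214 (L6CG) and 227 (L6WH). For names at 10 or more they are 328, 302, 328 and 284. With every library thinned to the same number of reads and the floor of 5 reads of the table kept, a setting chosen after the data were seen, they are 513, 443, 455 and about 530, the most in L6WH.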

The highest number of DEMs that were responsive to the parental stress treatment factor was found in DBA Aurora progeny groups treated with N starvation (AuWH_N and AuCG_N). 

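Some of the names that set AuWH_N apart from AuCG_N are isomiRs with a CCA end, such as gma-miR156a_L+1R+2 and mes-miR394a_R+2. Others belong to the MITE-like miR1128, such as tae-MIR1128-p5_1ss7AG_2 (146 against 56.4). By Fisher's exact test, which compares libraries, not conditions, this pair has 471 calls against 468 in L6WH_C against L6CG_C. The order turns with the chi-square test (471 against 502), with clear reads (388 against 467) and after thinning with the floor of 5 reads kept (340 against 406), the last 2 chosen after the data were seen. It holds at an adjusted p (468 against 290) and at equal totals (462 against 460). This pair also keeps the most calls of the 4 at a normalized count of 10 or more (193, against 146 in L6WH_C and about 160 in AuWH_C and in L6WH_N). At 100 or more it does not (37, against 42 in L6WH_N). Among names above 0 in both libraries, L6WH_N against L6CG_N has the most (135, against 84 in AuWH_C, 98 in AuWH_N and 84 in L6WH_C).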

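Where the response to N differed between genotypes or parents, no single miRNA passed the test. The nearest to a genotype difference in the N response was tae-MIR9664-p5, which stood at 1110 in AuCG_N against 96.6 in AuCG_C and at 305 in L6CG_N against 432 in L6CG_C (difference of log2 changes 3.13, limma adjusted p = 0.702). After it came ata-miR390-3p_L-1 (−3.48), tae-MIR1122c-p5_2ss4AG21GC (−2.77), tae-MIR1130b-p3_2ss8AT20GT (−1.80) and ata-miR169d-5p (−1.87). For a difference between progeny of WH and CG parents it was tae-miR9654a-3p (3.01, limma adjusted p = 0.995). After it came PC-3p-24935_169 (−2.57), hvu-miR1436_L+2R+1_1ss4CT (2.79), tae-miR1131_L+2_2ss10GA20TG (4.21) and osa-miR396e-5p_R-1 (−0.98). For a parental effect that differs between genotypes it was gma-MIR5368-p5_2ss1TC21TC_1 and _2 (2.65, limma adjusted p = 0.166), then bdi-miR5064_R+2_1ss1CT_1 and _2 (−4.61) and tae-miR9773_R+1 (−1.56). At an adjusted p < 0.05 limma called 0 of 605 sequences in each of these 3 interactions. At an unadjusted p < 0.05 limma called 34, 10 and 19. With 1 library left out, limma called up to 74 (without L6WH_N), 52 (without AuCG_N) and 76 (without L6CG_C) at an unadjusted p < 0.05. With 3 residual degrees of freedom these tests have little power. In simulated libraries with 200 of the 605 sequences changed they recovered 22.9%, 38.2% and 42.6% of differences of log2 2, in 1 random draw each.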

The results suggest that DBA Aurora was more responsive to N starvation stress than L6, and the expression of N stress-responsive miRNAs in DBA Aurora was influenced by parental treatment. Given that changes in miRNA expression directly affect the expression of functional target genes, GO and KEGG enrichment analyses of the target genes provide a collective view of the key biological processes regulated by the stress-responsive miRNA-target modules. For example, one of the most-represented KEGG pathways of the targets of different types of DEMs was the ko04010–MAPK signaling pathway (Table 3, Table 4 and Table 5). MAPK signaling cascades are widely involved in plant developmental stages and in response to different types of abiotic and biotic stresses [74,75]. In the current study, a major target gene family involved in the MAPK signaling pathway were leucine-rich repeat receptor-like protein kinase family protein genes, targeted by the miR169 family (e.g., TRITD2Bv1G123760 and TRITD2Av1G130230 targeted by ata-MIR169d-p3, Table S6). Notably, ata-MIR169d-p3 was significantly down-regulated under N starvation stress in both genotypes and parental origins: −7.63 fold for AuCG_N vs. AuCG_C, −6.47 fold for AuWH_N vs. AuWH_C, −5.36 fold for L6CG_N vs. L6CG_C and −5.47 fold for L6WH_N vs. L6WH_C, respectively (Table S3). 

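ata-MIR169d-p3 (TTGTCCTTGGCTACACCTAGT) stood at 14.1 in AuCG_N against 2789 in AuCG_C, 22.4 in AuWH_N against 1989 in AuWH_C, 61.4 in L6CG_N against 2524 in L6CG_C and 40.3 in L6WH_N against 1779 in L6WH_C. The log2 ratios are −7.63 (95% interval from counting alone −8.76 to −6.70), −6.47 (−7.15 to −5.87), −5.36 (−5.75 to −5.0) and −5.47 (−5.85 to −5.10). Over the 4 pairs its log2 change was −6.18 (34.6 ± 21.0 against 2270 ± 467; limma adjusted p = 3.98e-05). The change in DBA Aurora differed from that in L6 by log2 −1.58, which did not pass (limma adjusted p = 0.702). Its target genes in the paper, the LRR kinase genes TRITD2Av1G130230 (chromosome 2A, 355497169 to 355500412) and TRITD2Bv1G123760 (chromosome 2B, 365729806 to 365733192), have no values in the deposited table. The paper measured them by qPCR (Figure 6). Reasoning that less of the miRNA lets more of its targets be made, it proposes that their rise helps seedlings adapt to low N through stress signaling.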

Reduced expression of ata-MIR169d-p3 would promote the expression of its target genes. Indeed, this regulatory pattern was validated via qPCR (Figure 6). In durum wheat, transcriptome-sequencing has shown that many leucine-rich repeat receptor proteins increased expression in response to nitrogen starvation [31]. A study in Arabidopsis demonstrated that leucine-rich repeat receptor kinases (LRR-RKs) are critical receptors of root-derived CEPs (C-terminally encoded peptides) that mediate root-to-shoot N-demand signaling under N starvation [76]. The up-regulation of leucine-rich repeat receptor genes via lowered miR169 abundance likely contributes to the adaptation of durum wheat to N stress via promoted N stress signaling. Future research can further investigate the regulatory pattern of the miR169-LRR-RKs in a wider range of germplasm under different levels of N stress, together with the measurement of mobile CEPs involved in root-to-shoot signaling.

It is also important to investigate GO and KEGG pathway terms that were exclusively enriched for certain DEM comparison groups. For example, when looking at the targets of N starvation-responsive DEMs (Figure 3), the GO term cell differentiation was only enriched for DBA Aurora. The process of nitrogen assimilation is essential for cell differentiation and biomass production during crop growth [77]. The results suggest that miRNA target genes that participate in cell growth and differentiation were more responsive to N stress in DBA Aurora, possibly contributing to the lower biomass percentage reduction in DBA Aurora when compared with L6. As another example, when looking at genes targeted by DEMs that were responsive to parental treatment factor (Figure 4), the GO term xylem and phloem pattern formation was only enriched for N-stressed comparison groups (AuWH_N vs. AuCG_N and L6WH_N vs. L6CG_N). Moreover, when looking at genes targeted by genotype-dependent DEMs, the KEGG pathway ABC transporters (ko02010) were only enriched for N-stressed comparison groups from the stressed parents (AuWH_N vs. L6WH_N). In vascular plants, the long-distance transport of water, nutrients and phytohormones rely on xylem and phloem structure and function [78,79]. Both water deficiency and heat stress challenge plant water uptake and the vascular transport system and have pronounced effects on crop reproduction through physiological signals such as xylem-borne ABA [55,80,81,82]. The nitrate loading and unloading processes between xylem and phloem are also critical for nitrate redistribution to optimize plant growth, with the interplay between ABA transporters and nitrate transporters [83,84,85,86]. It is possible that the parental WH treatment would have transgenerational effects on xylem and phloem function via miRNA-regulated genes associated with long-distance transport, such as xylem- or phloem-located nitrate transporters and ABA transporters [84,85]. The key in utilizing transgenerational cross-stress effects in breeding relies on identifying miRNA and target gene candidates that are both associated with the WH stress response and N stress tolerance in different genotypes.

To achieve this goal, we looked into the regulatory patterns of individual N stress-responsive miRNA candidates, to identify those that were either specific to the stress tolerant genotype or parental stress treatment. 

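ata-miR164c-3p (CACGTGTTCTTCTCCTCCATC) stood at 17.2 in AuCG_N against 52.8 in AuCG_C, 8.15 in AuWH_N against 18.4 in AuWH_C, 66.3 in L6CG_N against 61.4 in L6CG_C and 43.5 in L6WH_N against 76.8 in L6WH_C. The 95% intervals of the log2 ratios from counting alone are −2.69 to −0.67 (AuCG), −2.64 to 0.18 (AuWH, 8 against 14 reads), −0.42 to 0.64 (L6CG) and −1.28 to −0.37 (L6WH, where the ratio is −0.82, and −1.30 at equal totals). Over the 4 pairs the change with N starvation was −0.84 (limma adjusted p = 0.175) and its difference between genotypes −0.97 (standard error 0.73; limma adjusted p = 0.931); neither passed. DBA Aurora held less of it than L6 on average (24.1 against 62.0; log2 −1.60, limma adjusted p = 0.105), which did not pass either.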

As an example, ata-miR164c-3p was only significantly down-regulated under N starvation in DBA Aurora: −1.61 fold for AuCG_N vs. AuCG_C and −1.18 fold for AuWH_N vs. AuWH_C, respectively (Table S3), while this miRNA did not exhibit any expression difference in L6 in response to N starvation-stress. ata-miR164c-3p has 113 identified target transcripts (Table S6), among which there are two high-affinity nitrate transporter genes NRT2.1 (TRITD6Av1G006030 and TRITD6Bv1G008690). Plants mainly uptake nitrogen from the soil through nitrate (NO_3_^−^) and ammonium (NH_4_^+^) transporters [87]. The two types of NO_3_^−^ transport systems, low-affinity and high-affinity transporters are in charge of nitrate absorption and remobilization. The low-affinity transport system (LATS) mainly functions under high soil N conditions, whereas the high-affinity transport system (HATS) is responsible for scavenging NO_3_^−^ ions under low soil N conditions [88]. The increased activities of high-affinity nitrate transporters are well-documented adaptive responses to enhance the efficiency of nitrogen uptake. Studies in Arabidopsis have shown that NRT2.1 has central functions in regulating root development to maximize external NO_3_^−^ availability and interacting with the ethylene biosynthesis and signaling pathway to fine-tune nitrate acquisition in a feedback loop [89,90]. The lowered expression of ata-miR164c-3p would allow for the higher expression of its NRT2.1 targets, contributing to the adaptation of N stress. The reduction of ata-miR164c-3p under nitrogen stress has also been observed in a previous study in Italian durum wheat cultivars, where ata-miR164c-3p (ttu-miR164b) showed lower expression in the leaf tissue of both cv. Ciccio and Svevo and the root tissue of Svevo in response to chronic nitrogen (N) stress [25]. Here, the positive promotion of NRT2.1 via repressed miR164 expression was genotype-dependent (specific to DBA Aurora), possibly due to the pedigree differences in the germplasm. It is also worth noting that ata-miR164c-3p did not exhibit any significant expression change subject to the parental treatment factor, indicating that miR164-NRT2.1 could be a consistent N regulatory module not affected by transgenerational stress.

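ata-miR164c-3p was lower in AuWH_C than in AuCG_C (log2 −1.52, 95% interval from counting alone −2.48 to −0.66; Fisher's exact p = 6.75e-05, which compares libraries, not conditions). In the other pairs WH progeny differed from CG progeny by −1.08 (AuWH_N against AuCG_N), 0.32 (L6WH_C against L6CG_C) and −0.61 (L6WH_N against L6CG_N), none of them past the rule. Over the 4 pairs the parental effect was −0.69 and did not pass (limma adjusted p = 1.00). Its target genes TRITD6Av1G006030 (chromosome 6A, 13635920 to 13652904) and TRITD6Bv1G008690 (chromosome 6B, 23543555 to 23553161), which the paper names as NRT2.1, have no values in the deposited table.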

The regulatory functions of many durum wheat miRNAs, however, were affected by the parental stress treatment. For example, for the DBA Aurora N-stressed progeny groups, osa-miR393a_L+1R+2 had a significantly lower expression (−3.44 fold) in the progeny from the WH-stressed parents when compared with the progeny from the control parents (AuWH_N vs. AuCG_N) (Table S4). qPCR has also shown that osa-miR393a_L+1R+2 was significantly down-regulated in response to N starvation in both genotypes (Figure 6). 

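osa-miR393a_L+1R+2 (TTCCAAAGGGATCGCATTGATCCA) is ata-miR393-5p, whose family targets the auxin receptors TIR1 and AFB, with CCA added at its 3' end. It stood at 177 in AuCG_N and at 16.3 in AuWH_N (log2 −3.44, 95% interval from counting alone −4.30 to −2.68; 113 and 16 reads). In L6 the N-starved progeny of WH and CG parents did not differ past the rule (14.9 against 17.6; −0.23, −1.19 to 0.74). N starvation went with more of it in every pair, with 177 against 11.6 (AuCG), 16.3 against 0 (AuWH), 17.6 against 5.39 (L6CG) and 14.9 against 5.03 (L6WH). The L6WH pair did not pass the rule (Fisher's exact p = 0.173). limma put the change at log2 2.72, which did not pass (adjusted p = 0.0517). Its parental effect over the 4 pairs was −1.83 (limma adjusted p = 1.00) and the difference of that effect between genotypes −3.36 (limma adjusted p = 0.918); neither passed. ata-miR393-5p itself rose with N starvation, from 12208 ± 1691 to 19146 ± 2580 (log2 0.65, limma adjusted p = 0.0278), and the CCA form was 0.0904% of it in AuCG_C and 0.838% in AuCG_N. The CCA ending is shared by 15 isomiRs, a list drawn up because such names stood out in Table S3. limma called 2 of the 12 tested higher after N starvation (1 adjusted over the list alone), 3 with median of ratios scaling and 6 after quantile normalization. Its target gene TRITD6Bv1G152580 (a PPR gene; chromosome 6B, 497112927 to 497115314) has no values in the deposited table.

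**Figure D4:**
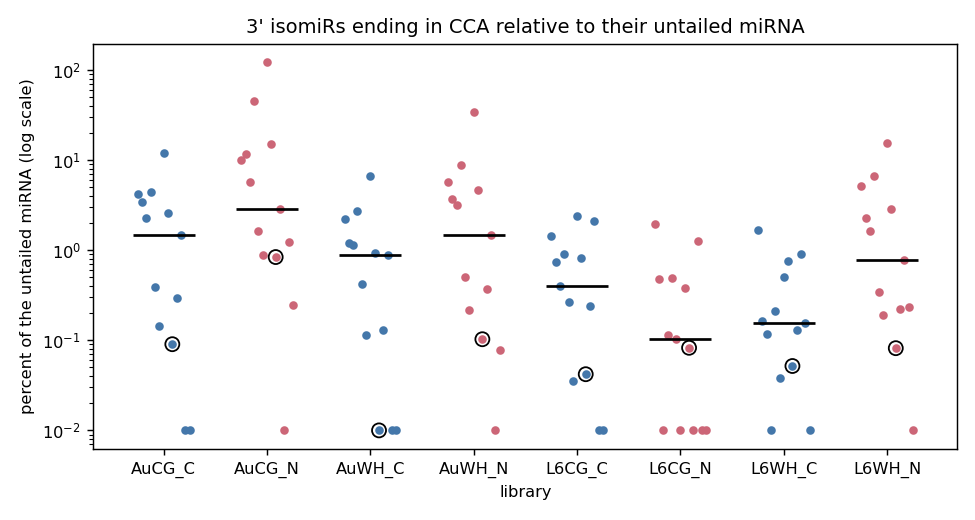
The isomiRs with added 3' bases and an end in CCA, as a percentage of their untailed miRNA in each library (log scale, values of 0 drawn at 0.01). Blue is control and red N starvation. The bar is the median and the open circle osa-miR393a_L+1R+2. In gma-miR156a_L+1R+2, bdi-miR171a_R+2 and mes-miR394a_R+2 only CA was added, and in gma-miR390a-5p_R+1 only A.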

One of the targets of osa-miR393a_L+1R+2 is a pentatricopeptide repeat (*PPR*) protein gene (Table S7). *PPR* proteins are one of the biggest groups of protein families in land plants [91]. Over the last decade, research has shown the regulatory functions of *PPR* proteins in cereal crops [92,93,94,95]. The majority of the *PPR* proteins have been located in mitochondria and chloroplasts, and they universally function in regulating organellar gene expression through sequence-specific recognition of RNA sequences and participation in processes such as RNA splicing, RNA editing and RNA translation [91,92,93,94,95]. In rice, a *PPR* protein localized in the chloroplast is required for proper chloroplast development and seedling growth under cold stress for its important functions in maintaining photosynthetic electron transport [95]. In maize, a *PPR* gene located within a kernel size-related quantitative trait locus *qKW9* is essential for optimizing the photosynthesis rate during grain filling through its function in editing a subunit of the chloroplast NADH dehydrogenase-like complex [92]. In the current study, lowered osa-miR393a_L+1R+2 expression in response to N starvation allowed for a higher expression of the *PPR* gene (Figure 6), which could serve a similar positive function in optimizing chloroplast development and the photosynthetic rate in durum wheat seedlings under nitrogen stress. Future research could look into the spatial–temporal expression of osa-miR393a_L+1R+2 and *PPR* proteins in various cellular compartments in the leaves under nitrogen stress, to further affirm the function of the osa-miR393a_L+1R+2-PRR module in chloroplast development and photosynthesis in durum wheat.

In conclusion, the current research characterized the morphological, physiological, and molecular responses of Australian durum wheat seedlings to N starvation under the influence of parental water-deficit and heat stress. We provide the first description of the durum wheat miRNAome with specific expression patterns subject to the progeny N stress, parental treatment, and genotype factors, along with the annotation of their functional target genes. The results suggest that the cross-stress impacts of transgenerational stress are genotype-dependent in durum wheat. Novel insights gained on the molecular level further confirmed the importance of miRNAs in the stress adaptation processes of durum wheat and have facilitated new opportunities for engineering cross-tolerance across generations in crop plants.

## 4. Materials and Methods

### 4.1. Plant Growing Conditions

Two Australian durum wheat genotypes were used in this study. DBA Aurora is tolerant to WH stress and L6 is sensitive to WH stress. Four seed groups were collected from a previous glasshouse experiment: AuCG (seeds from DBA Aurora parents treated with control condition), AuWH (seeds from DBA Aurora parents treated with water-deficit and heat stress), L6CG (seeds from L6 parents treated with control condition), and L6WH (seeds from L6 parents treated with water-deficit and heat stress). Two treatment groups—control (C) and N starvation (N)—were set up for each seed group. There were eight treatment groups in total: AuCG_C (DBA Aurora control parents, progeny treated with the control), AuCG_N (DBA Aurora control parents, progeny treated with N starvation), AuWH_C (DBA Aurora water-deficit and heat stress parents, progeny treated with the control), AuWH_N (DBA Aurora water-deficit and heat stress parents, progeny treated with N starvation), L6CG_C (L6 control parents, progeny treated with the control), L6CG_N (L6 control parents, progeny treated with N starvation), L6WH_C (L6 water-deficit and heat stress parents, progeny treated with the control), and L6WH_N (L6 water-deficit and heat stress parents, progeny treated with N starvation).

Young seedlings were grown in a controlled glasshouse environment (24/18 °C, 16/8 h photoperiod) as previously described [12]. Each treatment group had 12 individual biological replicates (one plant per pot). Each pot contained 1.2 kg of N40 sand with 0.5% CaCO_3_ [1,4]. Complete basal nutrient solution [1,4] was provided to progeny control treatment groups (AuCG_C, AuWH_C, L6CG_C, L6WH_C). The progeny N starvation treatment groups (AuCG_N, AuWH_N, L6CG_N, L6WH_N) were supplied with the basal nutrient solution without the nitrogen component.

### 4.2. Seedling Measurement and Statistical Analysis

At three weeks, six seedlings per treatment group were sampled for molecular experiments. Fresh seedling shoots of the six biological replicates were taken and snap-frozen in liquid nitrogen for downstream experiments. The remaining six biological replicates per group were used to evaluate seedling growth performance. Chlorophyll content was measured on the youngest fully expanded leaf of each seedling using a SPAD meter [1,4]. The seedling height (cm), leaf number, shoot fresh weight (g), root fresh weight (g), and primary root length (cm) were recorded. The shoot dry weight (g) and root dry weight (g) were determined after overnight drying of the fresh shoot and root at 65 °C. Two-way-ANOVA analysis was performed to determine the statistical significance of each trait at *p* < 0.05 under the impact of parental WH stress × progeny N starvation using Genstat (20th Edition, VSN International). Results were shown as the mean ± SE (*n* = 6).

### 4.3. Small RNA Sequencing Analysis of Conserved and Novel Durum MiRNAs

Total RNA was extracted from frozen seedling shoot material using the Tri reagent as previously described (Sigma-Aldrich, North Ryde, Australia) [11,53,54]. Extracted total RNA samples were treated with TURBO DNase (ThermoFisher Scientific, Scoresby, Australia) following the manufacturer’s instructions. The concentration, quantity and quality of purified total RNA samples were measured on a NanoDrop Lite spectrophotometer (ThermoFisher Scientific, Scoresby, Australia). RNA integrity was assessed by agarose gel electrophoresis and Bioanalyzer measurement. High-quality RNA samples from the six biological replicates per treatment group were equally pooled for small RNA sequencing purpose. A total of eight small RNA libraries (AuCG_C, AuCG_N, AuWH_C, AuWH_N, L6CG_C, L6CG_N, L6WH_C, L6WH_N) were made using the TruSeq Small RNA Sample Prep Kit. Small RNA sequencing (single-end, 50 bp) was performed on an Illumina HiSeq2500 at LC-Bio (Hangzhou, China). The sequencing datasets were deposited in the NCBI GEO database (accession number GSE168094). The bioinformatics pipeline for identifying conserved and novel durum wheat miRNAs was employed as previously described [11,12,53,54]. Briefly, miRNA annotation was performed with the in-house ACGT101-miR program (LC Sciences, Houston, TX, USA). Conserved miRNAs were identified via BLAST search against reference miRNA entries in the public plant miRNA repository miRBase (Release 22.1). Mapped miRNA reads were aligned to the durum wheat reference genome (Svevo.v1) to determine their genomic location. Unmapped reads were used to identify novel durum miRNAs using the RNAfold (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi, accessed on 15 December 2020) tool based on their secondary miRNA hairpin structures. The identified miRNAs were categorized into five groups (group 1 to 5). Groups 1 to 4 contained different categories of conserved miRNAs. Group 5 consisted of novel durum miRNA identified in this study.

Read normalization across the sequenced libraries was carried out as previously described to enable miRNA expression analysis [11,12,53,54]. Differentially expressed miRNAs (DEMs) were identified based on the normalized count of each miRNA across the eight sequenced libraries. The chi-square 2 × 2 test and Fisher’s test were used for determining the statistical significance in each pairwise comparison. DEMs with *p*-value < 0.05 and|log2 (Fold change)| > 1 in each comparison were identified.

### 4.4. Identification of MiRNA Target Genes and Functional Annotation

In silico target analysis was performed using the GSTAr software to identify protein-coding gene transcripts targeted by durum DEMs at the post-transcriptional level. Gene ontology (GO) analysis was performed as previously described [11,12,53,54] to provide more functional information on the mRNA targets regarding the three GO categories: the cellular component (CC), biological process (BP), and molecular function (MF). KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis (http://www.genome.jp/kegg, accessed 14 January 2021) was conducted [11,12,53,54] to determine the biological pathways that miRNA-target genes participate in.

### 4.5. QPCR Analysis of Selected MiRNAs and Target Genes

Six N stress-responsive miRNAs (ttu-miR160, ata-miR167b-3p, ata-MIR169d-p3, osa-miR393a_L+1R+2, tae-miR398_L-1R+1 and osa-miR827) and three target genes (two leucine-rich repeat receptor-like protein kinase family protein genes (*LRR-PK*) targeted by ata-MIR169d-p3, and a pentatricopeptide repeat-containing protein gene (*PPR*) targeted by osa-miR393a_L+1R+2) were selected for qPCR expression analysis. cDNA synthesis was performed with DNase-treated RNA samples using the MystiCq microRNA cDNA Synthesis Mix (Sigma-Aldrich) as described previously [11,53,54]. qPCR was performed on an Applied Biosystems ViiA7 Real-Time PCR machine using the PowerUp SYBR Green Master Mix [11,53,54]. The relative gene expression was calculated using the *Triticum turgidum* GAPDH as the reference gene. Results were presented as log2 (fold-change) based on the relative gene expression of three biological replicates. Student’s *t*-test was used to detect statistical significance at *p* < 0.05 for each pairwise comparison. Details of the primers used in this study are listed in Table S9.

## Figures and Tables

**Figure 1:**
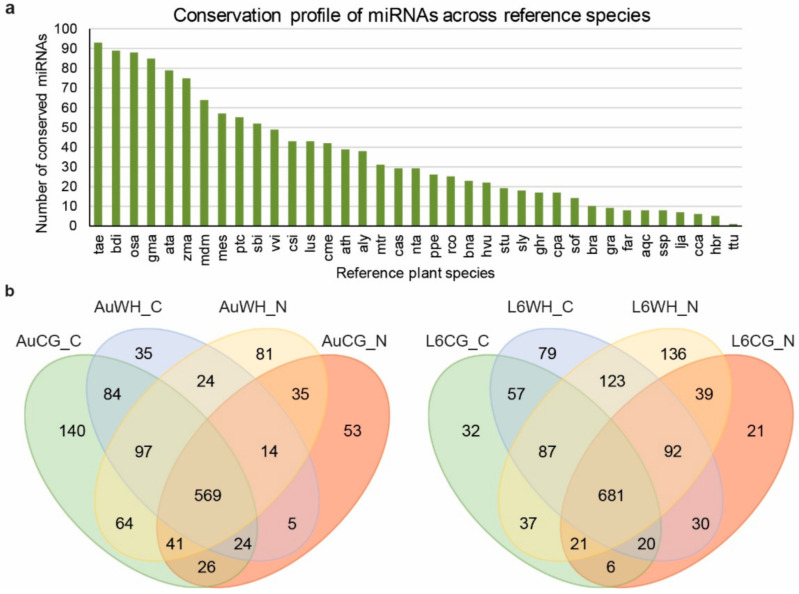
The conservation profile of durum wheat miRNAs across reference plant species (**a**) and the distribution of miRNAs across different treatment groups (**b**). The abbreviations of treatment groups are: AuCG_C (DBA Aurora control parents, progeny treated with the control), AuCG_N (DBA Aurora control parents, progeny treated with N starvation), AuWH_C (DBA Aurora water-deficit and heat stress parents, progeny treated with the control), AuWH_N (DBA Aurora water-deficit and heat stress parents, progeny treated with N starvation), L6CG_C (L6 control parents, progeny treated with the control), L6CG_N (L6 control parents, progeny treated with N starvation), L6WH_C (L6 water-deficit and heat stress parents, progeny treated with the control), and L6WH_N (L6 water-deficit and heat stress parents, progeny treated with N starvation). The abbreviations of reference species are: tae, *Triticum aestivum*. bdi, *Brachypodium distachyon*. osa, *Oryza sativa*. gma, *Glycine max*. ata, *Aegilops tauschii*. zma, *Zea mays*. mdm, *Malus domestica*. mes, *Manihot esculenta*. ptc, *Populus trichocarpa*. sbi, *Sorghum bicolor*. vvi, *Vitis vinifera*. csi, *Citrus sinensis*. lus, *Linum usitatissimum*. cme, *Cucumis melo*. ath, *Arabidopsis thaliana*. aly, *Arabidopsis lyrata*. mtr, *Medicago truncatula*. cas, *Camelina sativa*. nta, *Nicotiana tabacum*. ppe, *Prunus persica*. rco, *Ricinus communis*. bna, *Brassica napus*. hvu, *Hordeum vulgare*. stu, *Solanum tuberosum*. sly, *Solanum lycopersicum*. ghr, *Gossypium hirsutum*. cpa, *Carica papaya*. sof, *Saccharum officinarum*. bra, *Brassica rapa*. gra, *Gossypium raimondii*. far, *Festuca arundinacea*. aqc, *Aquilegia caerulea*. ssp., *Saccharum* ssp. lja, *Lotus japonicas*. cca, *Cynara cardunculus*. hbr, *Hevea brasiliensis*. ttu, *Triticum turgidum*.

**Figure 2:**
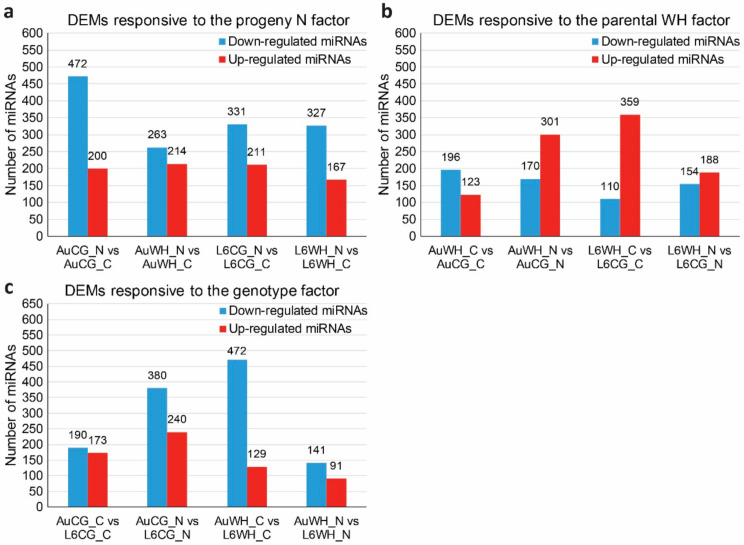
Number of differentially expressed miRNAs (DEMs) in response to difference factors. (**a**) DEMs responsive to the progeny N starvation factor. (**b**) DEMs responsive to the parental WH (water-deficit and heat stress) factor. (**c**) DEMs responsive to the genotype factor. The abbreviations of treatment groups are: AuCG_C (DBA Aurora control parents, progeny treated with the control), AuCG_N (DBA Aurora control parents, progeny treated with N starvation), AuWH_C (DBA Aurora water-deficit and heat stress parents, progeny treated with the control), AuWH_N (DBA Aurora water-deficit and heat stress parents, progeny treated with N starvation), L6CG_C (L6 control parents, progeny treated with the control), L6CG_N (L6 control parents, progeny treated with N starvation), L6WH_C (L6 water-deficit and heat stress parents, progeny treated with the control), and L6WH_N (L6 water-deficit and heat stress parents, progeny treated with N starvation).

**Figure 3:**
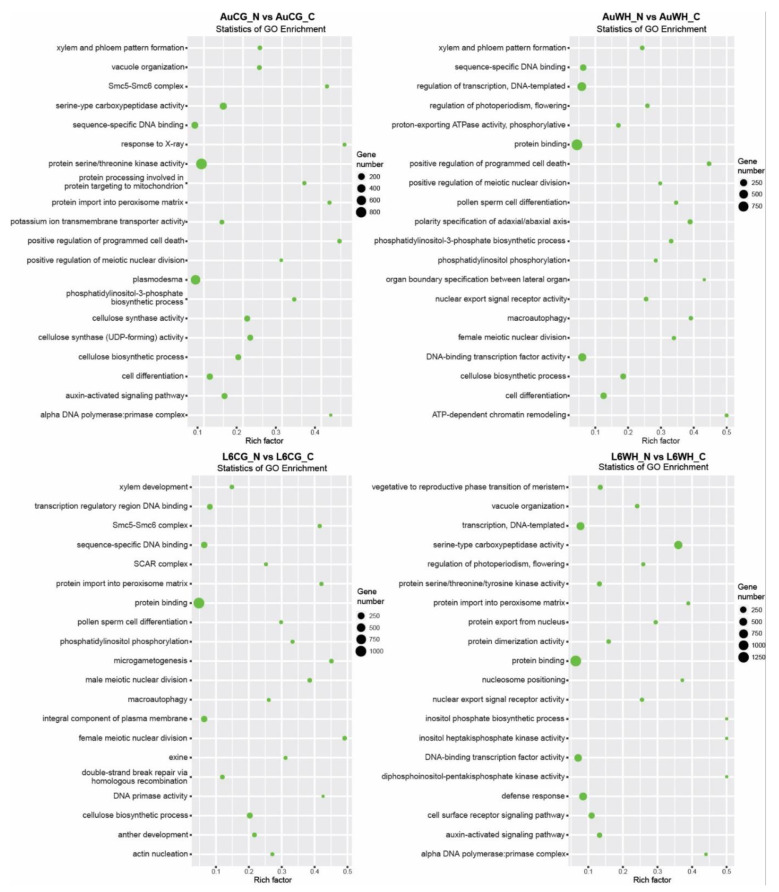
GO enrichment scatterplots of gene transcripts targeted by miRNAs responsive to the progeny N starvation factor. The treatment groups are: AuCG_C (DBA Aurora control parents, progeny treated with the control), AuCG_N (DBA Aurora control parents, progeny treated with N starvation), AuWH_C (DBA Aurora water-deficit and heat stress parents, progeny treated with the control), AuWH_N (DBA Aurora water-deficit and heat stress parents, progeny treated with N starvation), L6CG_C (L6 control parents, progeny treated with the control), L6CG_N (L6 control parents, progeny treated with N starvation), L6WH_C (L6 water-deficit and heat stress parents, progeny treated with the control), and L6WH_N (L6 water-deficit and heat stress parents, progeny treated with N starvation). Scatter dot size represents the number of targets annotated with a specific GO term. Rich factor represents the degree of enrichment (higher rich factor represents higher degree of gene enrichment).

**Figure 4:**
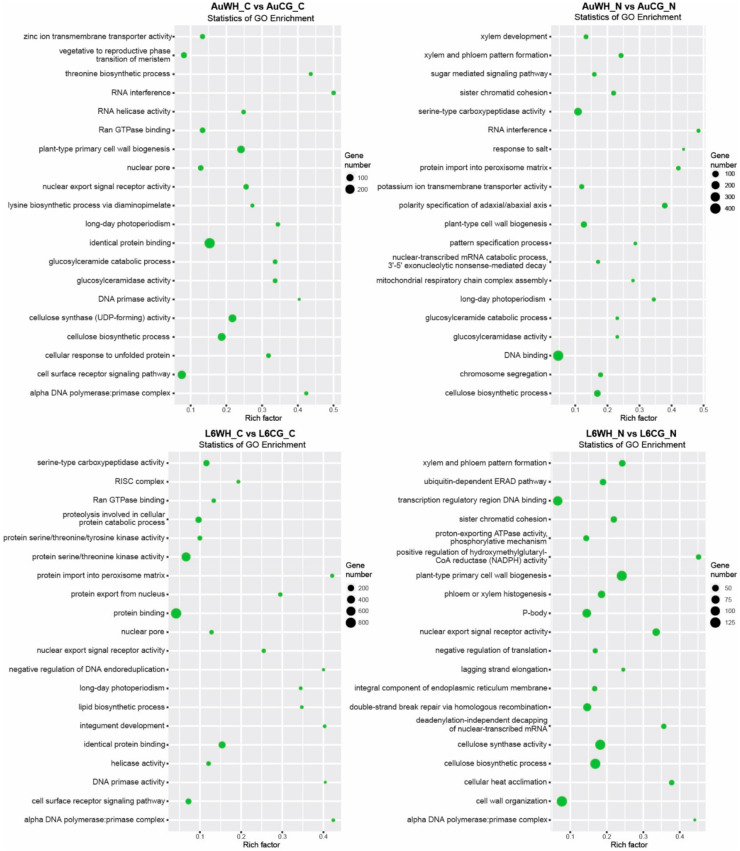
GO enrichment scatterplot of gene transcripts targeted by miRNAs responsive to the transgenerational effects of parental stress treatment. The treatment groups are: AuCG_C (DBA Aurora control parents, progeny treated with the control), AuCG_N (DBA Aurora control parents, progeny treated with N starvation), AuWH_C (DBA Aurora water-deficit and heat stress parents, progeny treated with the control), AuWH_N (DBA Aurora water-deficit and heat stress parents, progeny treated with N starvation), L6CG_C (L6 control parents, progeny treated with the control), L6CG_N (L6 control parents, progeny treated with N starvation), L6WH_C (L6 water-deficit and heat stress parents, progeny treated with the control), and L6WH_N (L6 water-deficit and heat stress parents, progeny treated with N starvation). Scatter dot size represents the number of targets annotated with a specific GO term. Rich factor represents the degree of enrichment (higher rich factor represents higher degree of gene enrichment).

**Figure 5:**
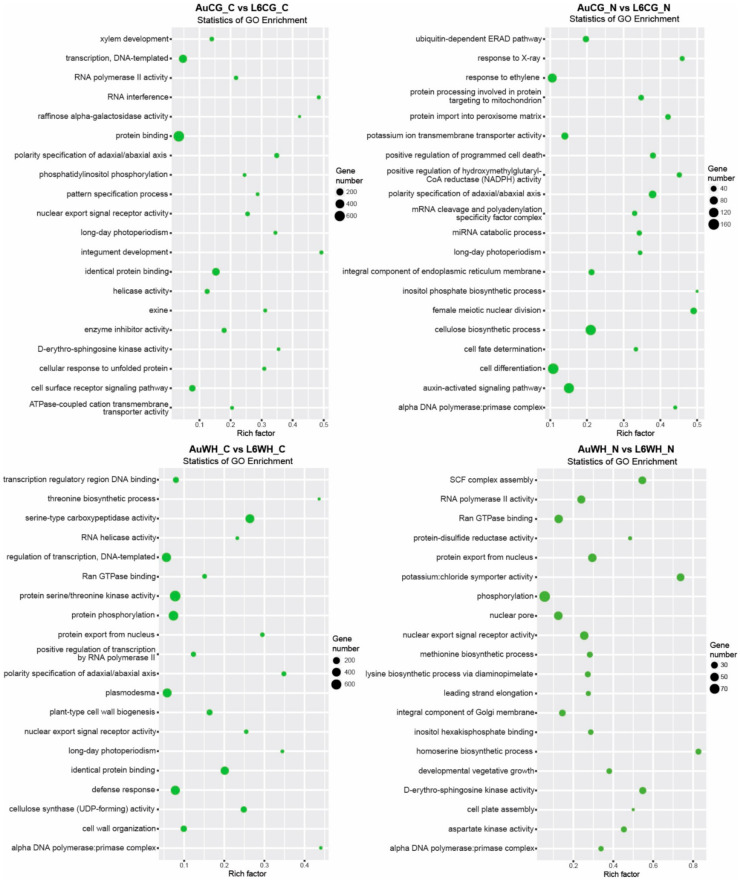
GO enrichment scatterplot of gene transcripts targeted by miRNAs with genotypic expression pattern. The treatment groups are: AuCG_C (DBA Aurora control parents, progeny treated with the control), AuCG_N (DBA Aurora control parents, progeny treated with N starvation), AuWH_C (DBA Aurora water-deficit and heat stress parents, progeny treated with the control), AuWH_N (DBA Aurora water-deficit and heat stress parents, progeny treated with N starvation), L6CG_C (L6 control parents, progeny treated with the control), L6CG_N (L6 control parents, progeny treated with N starvation), L6WH_C (L6 water-deficit and heat stress parents, progeny treated with the control), and L6WH_N (L6 water-deficit and heat stress parents, progeny treated with N starvation). Scatter dot size represents the number of targets annotated with a specific GO term. Rich factor represents the degree of enrichment (higher rich factor represents higher degree of gene enrichment).

**Figure 6:**
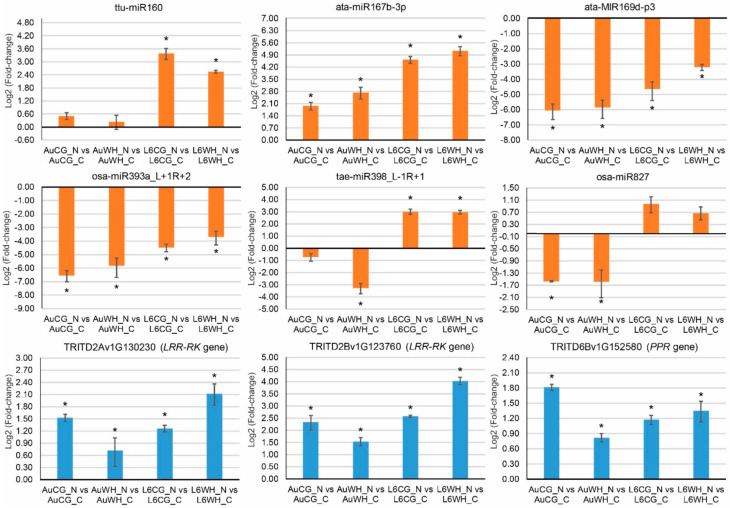
qPCR analysis of six N stress responsive miRNAs and three target genes. Two leucine-rich repeat receptor-like protein kinase family protein genes (*LRR-PK*) are targeted by ata-MIR169d-p3, and the pentatricopeptide repeat-containing protein gene (*PPR*) is targeted by osa-miR393a_L+1R+2. The treatment groups are: AuCG_C (DBA Aurora control parents, progeny treated with the control), AuCG_N (DBA Aurora control parents, progeny treated with N starvation), AuWH_C (DBA Aurora water-deficit and heat stress parents, progeny treated with the control), AuWH_N (DBA Aurora water-deficit and heat stress parents, progeny treated with N starvation), L6CG_C (L6 control parents, progeny treated with the control), L6CG_N (L6 control parents, progeny treated with N starvation), L6WH_C (L6 water-deficit and heat stress parents, progeny treated with the control), and L6WH_N (L6 water-deficit and heat stress parents, progeny treated with N starvation). Relative gene expression was calculated using GAPDH as the reference gene. Results are presented as log2 (fold-change) based on the relative gene expression of three biological replicates. Student’s t-test was used to detect statistical significance at *p* < 0.05 (indicated by *) for each pairwise comparison.

**Table 1:** Seedling performance traits measured in DBA Aurora. The treatment groups are: AuCG_C (DBA Aurora control parents, progeny treated with the control), AuCG_N (DBA Aurora control parents, progeny treated with N starvation), AuWH_C (DBA Aurora water-deficit and heat stress parents, progeny treated with the control), AuWH_N (DBA Aurora water-deficit and heat stress parents, progeny treated with N starvation). Results shown as mean ± SE (*n* = 6).

Treatment Group	Seedling Height (cm)	Leaf Number	Shoot Fresh Weight (g)	Shoot Dry Weight (g)	Root Fresh Weight (g)	Root Dry Weight (g)	Primary Root Length (cm)	Chlorophyll Content (SPAD Units)
AuCG_C	36.92 ± 0.77	5.42 ± 0.15	1.658 ± 0.058	0.211 ± 0.009	1.327 ± 0.026	0.155 ± 0.004	27.62 ± 0.46	48.33 ± 0.70
AuCG_N	24.17 ± 0.42	3.17 ± 0.25	0.605 ± 0.022	0.087 ± 0.003	0.779 ± 0.018	0.094 ± 0.001	23.80 ± 0.34	38.38 ± 0.57
% Reduction	34.5%	41.5%	63.5%	60.7%	41.3%	39.3%	13.8%	20.6%
AuWH_C	35.93 ± 0.53	5.33 ± 0.17	1.630 ± 0.060	0.214 ± 0.006	1.328 ± 0.027	0.154 ± 0.003	28.77 ± 0.34	49.18 ± 0.55
AuWH_N	24.13 ± 0.50	3.25 ± 0.17	0.640 ± 0.019	0.089 ± 0.001	0.804 ± 0.023	0.097 ± 0.002	25.52 ± 0.41	40.28 ± 0.55
% Reduction	32.8%	39.1%	60.7%	58.4%	39.4%	37.1%	11.3%	18.1%
F pr. Parent treatment	0.381	1.000	0.940	0.667	0.584	0.876	0.001	0.032
F pr. Progeny treatment	<0.001	<0.001	<0.001	<0.001	<0.001	<0.001	<0.001	<0.001
F pr. Parent × Progeny treatment	0.413	0.663	0.481	0.412	0.613	0.447	0.476	0.388
l.s.d Parent treatment	n.a ^1^	n.a	n.a	n.a	n.a	n.a	0.813	1.242
l.s.d Progeny treatment	1.184	0.393	0.092	0.011	0.049	0.005	0.813	1.242
l.s.d Parent × Progeny treatment	n.a	n.a	n.a	n.a	n.a	n.a	n.a	n.a

^1^ n.a, not applicable.

**Table 2:** Seedling performance traits measured in L6. The treatment groups are: L6CG_C (L6 control parents, progeny treated with the control), L6CG_N (L6 control parents, progeny treated with N starvation), L6WH_C (L6 water-deficit and heat stress parents, progeny treated with the control), L6WH_N (L6 water-deficit and heat stress parents, progeny treated with N starvation). Results shown as mean ± SE (*n* = 6).

Treatment Group	Seedling Height (cm)	Leaf Number	Shoot Fresh Weight (g)	Shoot Dry Weight (g)	Root Fresh Weight (g)	Root Dry Weight (g)	Primary Root Length (cm)	Chlorophyll Content (SPAD Units)
L6CG_C	35.47 ± 0.45	5.00 ± 0.22	1.556 ± 0.040	0.205 ± 0.005	1.313 ± 0.024	0.152 ± 0.002	27.13 ± 0.35	47.33 ± 0.73
L6CG_N	22.73 ± 0.57	2.83 ± 0.17	0.562 ± 0.010	0.076 ± 0.002	0.755 ± 0.019	0.090 ± 0.002	23.28 ± 0.37	35.97 ± 0.60
% Reduction	35.9%	43.3%	63.9%	63.1%	42.5%	40.9%	14.2%	24.0%
L6WH_C	34.42 ± 0.57	5.00 ± 0.18	1.502 ± 0.046	0.199 ± 0.006	1.303 ± 0.021	0.152 ± 0.003	27.83 ± 0.31	46.28 ± 0.56
L6WH_N	22.60 ± 0.63	2.75 ± 0.11	0.517 ± 0.011	0.072 ± 0.001	0.735 ± 0.022	0.088 ± 0.002	24.00 ± 0.31	34.90 ± 0.62
% Reduction	34.3%	45.0%	65.6%	63.9%	43.6%	41.7%	13.8%	24.6%
F pr. Parent treatment	0.301	0.815	0.133	0.211	0.507	0.704	0.047	0.108
F pr. Progeny treatment	<0.001	<0.001	<0.001	<0.001	<0.001	<0.001	<0.001	<0.001
F pr. Parent × Progeny treatment	0.421	0.815	0.893	0.759	0.826	0.799	0.980	0.990
F pr. Parent treatment	n.a ^1^	n.a	n.a	n.a	n.a	n.a	0.697	n.a
F pr. Progeny treatment	1.164	0.367	0.066	0.009	0.045	0.005	0.697	1.313
F pr. Parent × Progeny treatment	n.a	n.a	n.a	n.a	n.a	n.a	n.a	n.a

^1^ n.a, not applicable.

**Table 3:** KEGG pathway enrichment analysis of the targets of N starvation-responsive DEMs. S gene number: the number of significant DEM target genes that match to the specified KEGG pathway; TS gene number: the number of significant DEM target genes that have annotated KEGG pathways; B gene number: the number of DEM target genes that match to the specified KEGG pathway; TB gene number: the number of DEM target genes that have annotated KEGG pathways. The abbreviations of treatment groups are: AuCG_C (DBA Aurora control parents, progeny treated with the control), AuCG_N (DBA Aurora control parents, progeny treated with N starvation), AuWH_C (DBA Aurora water-deficit and heat stress parents, progeny treated with the control), AuWH_N (DBA Aurora water-deficit and heat stress parents, progeny treated with N starvation), L6CG_C (L6 control parents, progeny treated with the control), L6CG_N (L6 control parents, progeny treated with N starvation), L6WH_C (L6 water-deficit and heat stress parents, progeny treated with the control), and L6WH_N (L6 water-deficit and heat stress parents, progeny treated with N starvation).

Pathway ID	KEGG Pathway Description	S Gene Number	TS Gene Number	B Gene Number	TB Gene Number
**AuCG_N vs. AuCG_C**					
ko04010	MAPK signaling pathway	286	1783	2171	50,492
ko04620	Toll-like receptor signaling pathway	167	1783	1298	50,492
ko04624	Toll and Imd signaling pathway	126	1783	633	50,492
ko05145	Toxoplasmosis	118	1783	1046	50,492
ko04621	NOD-like receptor signaling pathway	104	1783	1111	50,492
**AuWH_N vs. AuWH_C**					
ko04010	MAPK signaling pathway	101	1556	2171	50,492
ko04070	Phosphatidylinositol signaling system	91	1556	1224	50,492
ko04141	Protein processing in endoplasmic reticulum	89	1556	2406	50,492
ko00562	Inositol phosphate metabolism	84	1556	989	50,492
ko00230	Purine metabolism	84	1556	1483	50,492
**L6CG_N vs. L6CG_C**					
ko04141	Protein processing in endoplasmic reticulum	170	1451	2406	50,492
ko04070	Phosphatidylinositol signaling system	116	1451	1224	50,492
ko00562	Inositol phosphate metabolism	85	1451	989	50,492
ko00250	Alanine, aspartate and glutamate metabolism	73	1451	542	50,492
ko04144	Endocytosis	72	1451	1720	50,492
**L6WH_N vs. L6WH_C**					
ko04010	MAPK signaling pathway	326	1905	2171	50,492
ko04620	Toll-like receptor signaling pathway	186	1905	1298	50,492
ko05145	Toxoplasmosis	126	1905	1046	50,492
ko04141	Protein processing in endoplasmic reticulum	125	1905	2406	50,492
ko04624	Toll and Imd signaling pathway	122	1905	633	50,492

**Table 4:** KEGG pathway enrichment analysis of the targets of DEMs responsive to the transgenerational effects of parental treatment. S gene number: the number of significant DEM target genes that match to the specified KEGG pathway; TS gene number: the number of significant DEM target genes that have annotated KEGG pathways; B gene number: the number of DEM target genes that match to the specified KEGG pathway; TB gene number: the number of DEM target genes that have annotated KEGG pathways. The abbreviations of treatment groups are: AuCG_C (DBA Aurora control parents, progeny treated with the control), AuCG_N (DBA Aurora control parents, progeny treated with N starvation), AuWH_C (DBA Aurora water-deficit and heat stress parents, progeny treated with the control), AuWH_N (DBA Aurora water-deficit and heat stress parents, progeny treated with N starvation), L6CG_C (L6 control parents, progeny treated with the control), L6CG_N (L6 control parents, progeny treated with N starvation), L6WH_C (L6 water-deficit and heat stress parents, progeny treated with the control), and L6WH_N (L6 water-deficit and heat stress parents, progeny treated with N starvation).

Pathway ID	KEGG Pathway Description	S Gene Number	TS Gene Number	B Gene Number	TB Gene Number
**AuWH_C vs. AuCG_C**					
ko04141	Protein processing in endoplasmic reticulum	87	789	2406	50,492
ko04010	MAPK signaling pathway	77	789	2171	50,492
ko03015	mRNA surveillance pathway	70	789	1365	50,492
ko03040	Spliceosome	68	789	1911	50,492
ko04144	Endocytosis	60	789	1720	50,492
**AuWH_N vs. AuCG_N**					
ko04010	MAPK signaling pathway	80	1031	2171	50,492
ko04070	Phosphatidylinositol signaling system	64	1031	1224	50,492
ko00562	Inositol phosphate metabolism	56	1031	989	50,492
ko04146	Peroxisome	53	1031	1272	50,492
ko03013	RNA transport	53	1031	1670	50,492
**L6WH_C vs. L6CG_C**					
ko04010	MAPK signaling pathway	258	1429	2171	50,492
ko04620	Toll-like receptor signaling pathway	141	1429	1298	50,492
ko03040	Spliceosome	109	1429	1911	50,492
ko04624	Toll and Imd signaling pathway	101	1429	633	50,492
ko04621	NOD-like receptor signaling pathway	100	1429	1111	50,492
**L6WH_N vs. L6CG_N**					
ko03018	RNA degradation	85	1187	1274	50,492
ko04070	Phosphatidylinositol signaling system	82	1187	1224	50,492
ko04141	Protein processing in endoplasmic reticulum	73	1187	2406	50,492
ko03040	Spliceosome	65	1187	1911	50,492
ko03008	Ribosome biogenesis in eukaryotes	52	1187	871	50,492

**Table 5:** KEGG pathway enrichment analysis of the targets of DEMs with genotypic expression pattern. S gene number: the number of significant DEM target genes that match to the specified KEGG pathway; TS gene number: the number of significant DEM target genes that have annotated KEGG pathways; B gene number: the number of DEM target genes that match to the specified KEGG pathway; TB gene number: the number of DEM target genes that have annotated KEGG pathways. The abbreviations of treatment groups are: AuCG_C (DBA Aurora control parents, progeny treated with the control), AuCG_N (DBA Aurora control parents, progeny treated with N starvation), AuWH_C (DBA Aurora water-deficit and heat stress parents, progeny treated with the control), AuWH_N (DBA Aurora water-deficit and heat stress parents, progeny treated with N starvation), L6CG_C (L6 control parents, progeny treated with the control), L6CG_N (L6 control parents, progeny treated with N starvation), L6WH_C (L6 water-deficit and heat stress parents, progeny treated with the control), and L6WH_N (L6 water-deficit and heat stress parents, progeny treated with N starvation).

Pathway ID	KEGG Pathway Description	S Gene Number	TS Gene Number	B Gene Number	TB Gene Number
**AuCG_C vs. L6CG_C**					
ko04010	MAPK signaling pathway	91	922	2171	50,492
ko00230	Purine metabolism	78	922	1483	50,492
ko04141	Protein processing in endoplasmic reticulum	76	922	2406	50,492
ko03015	mRNA surveillance pathway	75	922	1365	50,492
ko00240	Pyrimidine metabolism	68	922	1168	50,492
**AuCG_N vs. L6CG_N**					
ko04141	Protein processing in endoplasmic reticulum	196	1969	2406	50,492
ko04010	MAPK signaling pathway	123	1969	2171	50,492
ko03018	RNA degradation	94	1969	1274	50,492
ko00230	Purine metabolism	84	1969	1483	50,492
ko03040	Spliceosome	84	1969	1911	50,492
**AuWH_C vs. L6WH_C**					
ko04010	MAPK signaling pathway	284	1457	2171	50,492
ko04620	Toll-like receptor signaling pathway	145	1457	1298	50,492
ko04624	Toll and Imd signaling pathway	108	1457	633	50,492
ko04621	NOD-like receptor signaling pathway	108	1457	1111	50,492
ko03040	Spliceosome	101	1457	1911	50,492
**AuWH_N vs. L6WH_N**					
ko00240	Pyrimidine metabolism	66	693	1168	50,492
ko00230	Purine metabolism	66	693	1483	50,492
ko03020	RNA polymerase	46	693	469	50,492
ko00270	Cysteine and methionine metabolism	46	693	1355	50,492
ko02010	ABC transporters	42	693	1530	50,492

## Data Availability

The small RNA sequencing datasets generated in the current study have been deposited in the NCBI GEO database under the accession number GSE168094.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/plants10050826/s1, Table S1. Summary of small RNA sequencing data of the eight libraries, Table S2. Summary of the miRNA-MIR entries identified in the current study, Table S3. Differentially expressed miRNAs (DEMs) subject to progeny treatment factor in two durum wheat genotypes, Table S4. Differentially expressed miRNAs (DEMs) subject to parental treatment factor in two durum wheat genotypes, Table S5. Differentially expressed miRNAs (DEMs) subject to the genotype factor, Table S6. List of gene transcripts targeted by N starvation-responsive DEMs (differentially expressed miRNAs), Table S7. List of gene transcripts targeted by DEMs (differentially expressed miRNAs) responsive to the transgenerational effects of parental stress treatment, Table S8. List of gene transcripts targeted by DEMs (differentially expressed miRNAs) with a genotype-dependent pattern, Table S9. Primer sequences used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

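Small RNA was measured in 8 libraries of seedling shoots (DBA Aurora and L6; control or water-deficit and heat stressed parents; progeny with or without N), each made from the pooled RNA of 6 plants at 3 weeks and each the only library of its condition. Conditions were taken from the sample labels and from section 4.1 of the paper, and all 8 value columns were mapped.

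The authors removed adapters, reads of unsuitable length and reads that matched other RNA classes or repeats (Table S1), annotated miRNAs with ACGT101-miR against miRBase and the durum wheat genome Svevo.v1, and predicted hairpins of unmatched reads with RNAfold. The deposited signal values are normalized reads counts per miRNA-MIR entry that the authors' program made from the reads; how the factor of each library was set is not given in the sources used here. Between 97.9 and 98.7% of the low values of a library are whole multiples of 1 step (within 0.02 of a whole number), which was taken as the value of 1 read and used for estimated reads, thinning and intervals. Since the remainder are fractions of the step, count models across libraries (edgeR, DESeq2) were not run; only Fisher's exact test, on rounded values, and the intervals of single ratios, on estimated reads, treat values as counts. The table has 1532 entries. A sheet of definitions holds no measurements and was not used here. The raw reads and the qPCR values were not analysed here.

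Entries were reduced to distinct names (1508) for counts that are set beside those of the paper and to distinct sequences (1473) for tests. Tests between conditions used log2 of the normalized count plus 1, without further scaling, for sequences with a mean of 10 or more over the 8 libraries (605). An additive linear model of progeny treatment, parental treatment and genotype was fitted with limma 3.58.1 in R 4.3.3 (empirical Bayes with a mean trend), with Benjamini-Hochberg adjustment and a threshold of 0.05; each pairwise interaction was added to that model in turn. The same model was fitted to family totals (104 of 129 families with a mean total of 10 or more), where a family is the number after miR or MIR in the name. Matched libraries also give 4 pairs per factor from the design, not from replicate numbers, and were fitted as blocks as an alternative.

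The rule of the paper was applied to 12 pairs of libraries: Fisher's exact test of the rounded normalized count against the rest of the library, p < 0.05 and an absolute log2 ratio over 1, on 1508 names. As each side is 1 library, this compares libraries, not conditions. The paper names the chi-square test beside Fisher's test. The chi-square test was left out of this rule and run as an alternative. Intervals of single log2 ratios are exact binomial 95% intervals on estimated reads and hold counting error alone. Detection is a normalized count above 0.

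Named in the text are the 7 miRNAs of the paper; for each main effect the 10 largest rises and 10 largest falls among miRNAs that passed and moved the same way in all 4 pairs (the 5 of lowest p where fewer than 3 passed); for each interaction the 5 of lowest p; for each pair of libraries the 3 largest rises and falls at a normalized count of 100 or more, of which a part is printed; and up to 4 of the most abundant members of a list. The exceptions are bdi-miR5062a_1ss22CA, osa-miR168a-5p and other abundant miRNAs and families, named for their counts alone. The lists are nutrient and nitrogen responsive families (miR169, miR395, miR399, miR827), copper and redox, auxin signalling, phase change, leaf, meristem and flower development, miRNA pathway, MADS-box targeting (miR444), calcium signalling (miR1432), MITE-like, phased siRNA triggers, group 5, isomiRs ending in CCA, and the 2 length classes; the lists of families were set from the literature by family number, group 5 by name, and the length classes by the sequence. These choices, the tests and most alternatives were set before the data were examined; values in the tables of the paper had been seen, and the CCA list came from them.

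The limma model for sequences and the rule of the paper were tested on simulated data; family totals, thinning and correlations were not. With 200 changed sequences, the model recovered 46.6, 71.9 and 96.2% of N starvation changes of log2 1, 2 and 4, 62.9, 74.2 and 96.1% of parental changes, and 53.7, 80.0 and 94.9% of genotype changes, with 9, 9 and 11 false calls among 405 unchanged sequences. For the interactions it recovered 5.26, 38.2 and 66.7% (parental treatment by N), 8.20, 22.9 and 71.4% (genotype by N) and 1.47, 42.6 and 73.4% (genotype by parental treatment), with 1, 2 and 2 false calls. Each effect rests on 1 random draw. The main effects share 1 design and spread, as do the interactions, so percentages within each set differ by the draw alone. The rule of the paper recovered 98.9 and 100% of names changed by log2 2 and 4 between 2 draws of the same library and called 57 unchanged names, none of them at a normalized count of 100 or more.

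Alternatives were other pseudocounts (0.5 and 5), filters (none; a mean of 50 or more), scalings (equal totals, median of ratios, quantile, clear reads of Table S1), no trend, names or distinct sets of values in place of sequences, blocks, each library left out in turn, family means, the chi-square test, adjusted p, thresholds of 10 and 100, thinning to 1036807 reads per library in 20 draws, and detection at 10 or more. Splits of the 8 libraries into other groups of 4 were fitted in the same way. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Positions of target genes are those of Svevo.v1.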

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

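Of the tests in this part, the 2 that set the isomiRs ending in CCA beside their untailed forms and beside the other backgrounds, the 2 that thin libraries with the floor of 5 reads kept, and the correlation of the DBA Aurora pairs alone were chosen only after the result was seen. So was the limit to abundant members in the comparison with other lengthened isomiRs.

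The isomiRs ending in CCA were flagged as a signal that the paper did not analyse: in AuCG_N against AuCG_C their median log2 change was 3.01, with 13 of 15 higher. The list was drawn up because such names stood out in Table S3, so its median is no test of whether they rose. A rise of the miRNAs they derive from does not account for it, since relative to those the median was still 2.52 over the 13 with an untailed form. Lengthening of 3' ends of any kind cannot be told apart from a change of CCA ends alone: the median of all 131 other lengthened isomiRs was 0, but 62 of them are listed at 0 in 1 or both of the libraries, where the floor of the table sets the change, so this median was not taken to decide. Of those with a mean of 10 or more, the 57 others had a median of 0.73 and the 12 CCA isomiRs 2.79. The ratio of 0.262 (interval 0.119 to 0.498) lies below the 0.5 set in advance for lengthening of any kind but not clearly below the 0.25 set against it. The medians were 0.91 in AuWH and 1.71 in L6WH but −0.43 in L6CG, and with 1 library per condition a response to N that is missing in L6CG and a difference between single libraries cannot be told apart. CCA is the end that cells add to tRNAs, and the source of these ends was not tested.

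miRNAs listed in 1 library only were most numerous in AuCG_C (140) and L6WH_N (136), the deepest libraries of their genotypes. Thinning all libraries to the lowest depth left 140 and 131.5, but this test is void, because a value of 5 reads stays above 0 after thinning while the table lists almost nothing lower in the shallow libraries. With the floor of 5 reads kept, L6WH_N alone had 50, below L6WH_C with 122.5, so its lead is consistent with depth. AuCG_C alone had 82 (73 to 92 over the draws), which overlaps AuCG_N with 75.5 (66 to 83) and AuWH_C with 72 (66 to 84), and depth and a difference between the groups cannot be told apart there. Names that share the same reads cannot be told apart as a source either, as distinct sets of values make up 72.86% of the names found in AuCG_C only.

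In each pair of libraries 318 to 471 names passed the rule of the paper between parental treatments, while no sequence passed in limma over the 4 pairs (adjusted p < 0.05). Variation between single libraries is consistent with this: the log2 differences of the 4 pairs, which share no library, had a mean correlation of −0.054 across sequences. For an effect of its own in each genotype, a correlation below 0 within a genotype was set in advance as evidence against it. The 2 pairs of L6 correlated at −0.178, below the highest value between pairs of different genotypes (0.181). This counts against an effect on most sequences in L6. It cannot exclude an effect on a few miRNAs, since all 605 sequences enter the correlation. An effect in DBA Aurora alone cannot be told apart from variation between libraries: its 2 pairs correlated at 0.139, above 0 but below 0.181. An effect of parental stress that depends on both genotype and N supply also stays open, since it would need replicate libraries.

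Several families were flagged because they changed with N starvation and the paper does not discuss them. Lower were miR399 (log2 −4.43), miR9774 (−2.58), miR395 (−2.31), miR9661 (−2.15), miR530 (−1.81), miR8175 (−1.71), miR9654 (−1.64), miR9777 (−1.60) and miR9773 (−1.60). Higher were miR9676 (2.15) and miR9678 (2.77). The families miR9773 and miR9678 hold 1 sequence each. That of miR9678 has a mean of 13.4 over the 8 libraries and is listed at 0 in AuCG_C and AuWH_C.

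Group 5 miRNAs listed at 0 in all 4 DBA Aurora libraries were flagged for their level in L6: PC-5p-627_5996 (mean 2233), PC-3p-6569_544 (153.6) and PC-3p-7748_468 (125.4). bdi-miR5062a_1ss22CA was flagged because 1 library far from the others, L6CG_C, holds all of it (1452.58).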

How the results depend on the processing

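Chosen only after the data were seen were the alternatives with clear reads of Table S1, distinct sets of values, the Fisher and chi-square tests together, names above 0 in both libraries, and thinning with the floor of 5 reads kept. The planned edgeR and DESeq2 tests were not run, because whole reads could not be recovered for every value.

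N starvation called 151 sequences in the main analysis and 94 to about 1.7e+02 with 1 library left out (96 without AuCG_C, 94 without AuWH_N), where fewer libraries remain. The genotype effect called 16, and 11 to 17 with 1 library left out, but 4 at a mean of 50 or more, where fewer sequences are tested. The parental effect stayed at 0 in every setting, with 10 sequences at an unadjusted p < 0.05 in limma, 13 when blocked and 38 without L6CG_N. Interactions were 0, apart from 1 for parental stress by N starvation without AuCG_C and 1 for genotype by N starvation without L6WH_C. Median changes of all sequences moved with the scaling, for genotype from −0.04 to −0.13 at equal totals and −0.21 with clear reads. Families called for N starvation were 26, and 17 when log2 values were averaged over members, where miR396 reversed from 0.75 to −0.027 (adjusted p 0.937 in limma). The total of miR396 (mean 313728) is mostly osa-miR396e-5p (mean 254323, log2 1.01), while in the average each member counts alike. Its members went both ways: ata-miR396c-5p changed by −0.62 (limma adjusted p = 0.195), and by the rule of the paper ata-miR396c-3p was lower in all 4 pairs. Families called for parental stress were 0 to 1 with 1 library left out (1 without L6CG_C), and for genotype 2 to 10 (6 without AuCG_C, 10 without L6CG_C, 5 without L6WH_N). Of 35 named miRNAs that N starvation changed, 21 passed in every setting, as did 8 of 12 for genotype. The miRNAs that lost their call in some setting include tae-miR5062-5p, mtr-miR398a-5p_1ss7AC, ata-miR393-5p, ttu-miR160, mes-miR156a_L+1R+3, osa-miR827 and osa-miR396e-5p.

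Of 33 splits of the 8 libraries, the real one was the only one (1 of 33) to call as many sequences for N starvation (151, against 0 at most elsewhere). The same held for families for N starvation (26, against 0, again 1 of 33) and sequences for genotype (16, against 0, also 1 of 33). In the other splits the real effect stays at least in part in the residual spread, which lowers their calls. The contrast is therefore no measure of how often such counts arise by chance. For parental stress the real split called 0, so all 33 reach it by necessity and nothing is tested; other splits called up to 6 sequences and 2 families. For genotype families 3 splits did (3, against up to 7).

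Numbers of miRNAs past the rule of the paper moved most with filters, which leave fewer names to test, in the order AuCG, AuWH, L6CG and L6WH for N starvation. At a normalized count of 10 or more they were 328, 302, 328 and 284, at 100 or more 107, 83, 98 and 102, and for names above 0 in both libraries 182, 175, 214 and 227; thinning left 414 for AuCG, and 513, 443, 455 and about 530 in the 4 pairs with the floor of 5 reads kept. Thinning alone, here and below, keeps low values that the table hardly lists in shallow libraries. For parental stress, in the order AuWH_C, AuWH_N, L6WH_C and L6WH_N, they were about 1.6e+02, 193, 146 and about 1.6e+02 at 10 or more, 26, 37, 29 and 42 at 100 or more, and 84, 98, 84 and 135 above 0 in both. Thinning left 244 (AuWH_N), 263 (L6WH_C) and 226 (L6WH_N), but 340, 406 and 360 with the floor kept, and adjusted p left 290 (L6WH_C) and 220 (L6WH_N). For genotype, in the order CG_C, CG_N, WH_C and WH_N, they were 184, 347, 224 and 83 at 10 or more, 39, 93, 55 and 17 at 100 or more, and 116, 185, 135 and 49 above 0 in both. Thinning left 352 (WH_C) and 136 (WH_N), but 464 and 276 with the floor kept, and adjusted p left 153 (WH_N). Pairs with more names lower than higher for parental stress were 1 in the main analysis, 2 at 10 or more, 2 at 100 or more, 3 above 0 in both, 2 after thinning and 1 after thinning with the floor kept. For genotype they were 4, but 3 with chi-square, at equal totals, with median of ratios, with clear reads, above 0 in both and after either thinning, and 1 at 100 or more. For N starvation they were 4, but 3 with chi-square, at 100 or more and above 0 in both. The cause of the changes in direction was not tested.

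Detection moved with the threshold and with depth. At 10 or more, names in 1 library only were 53 (AuCG_C), 47 (AuWH_N), 39 (L6CG_N), 49 (L6WH_C) and 30 (L6WH_N), and in L6 433 names were in all 4 libraries and 841 in at least 1. Distinct sets of values were 28 (AuCG_N), 13 (L6CG_N), 47 (L6WH_C) and 69 (L6WH_N). Thinned with the floor kept, they were 82 (AuCG_C), 75.5 (AuCG_N), 72 (AuWH_C), 63 (AuWH_N), 65.5 (L6CG_C), 37 (L6CG_N), 122.5 (L6WH_C) and 50 (L6WH_N). Classes set by the mean were 534 Medium and 878 Low, against 817 and 541. Depth limits what can be listed: 5 reads are worth 3.25 in L6WH_N and 7.84 in AuCG_N, so a miRNA near these values is listed in one library and at 0 in another.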

Differences from the paper's values

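The paper gives 61 families for the conserved miRNAs. Here the conserved entries carry 129 family numbers, with letters dropped from the name. How the paper assigned families is not given in the sources used here, and no alternative for this count was set before the data were examined.

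The paper states that osa-miR393a_L+1R+2 went down with N starvation in both genotypes by qPCR. In the libraries it was higher in all 4 pairs, by log2 3.93 (AuCG), 1.70 (L6CG) and 1.57 (L6WH), and with 16.3 against 0 in AuWH. The L6WH pair did not pass the rule of the paper (about 23 against 7 reads). Over the 4 pairs limma did not pass either (adjusted p = 0.0517). Each library is a single pool of plants, while the qPCR used biological replicates. Over the 6 miRNAs of Figure 6, read by eye, the bars and the libraries have the same direction in 16 of 24 cases, and in every pair for 3 of 6 miRNAs (ttu-miR160, ata-miR167b-3p and ata-MIR169d-p3); tae-miR398_L-1R+1 differs in the 2 DBA Aurora pairs and osa-miR827 in the 2 L6 pairs, where its change in the L6CG libraries is near 0 (log2 −0.089, and 0.093 with clear reads, an alternative chosen after the data were seen).

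The paper states that ata-miR164c-3p had no significant change with parental stress. By its rule, AuWH_C against AuCG_C passes here, at log2 −1.52, while the other 3 pairs do not.

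The deposited table has 42 entries of group 4, against the paper's 41, 893 of group 2, against the paper's 895, and 1532 entries, against the paper's 1534. Numbers past the paper's rule differ by at most 5 from the paper's. With the Fisher and chi-square tests both required, a setting chosen after seeing the values, they lie within 2 of the paper's, and 0 of the 1089 items in the 3 lists held in full (L6WH_N against L6WH_C, AuCG_C against L6CG_C, AuWH_N against L6WH_N) are dropped. The main rule also drops 0 of these. The copies of the other 9 lists in Tables S3 to S5 lack 1 to 2 items each and were not used here.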

Other observations

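Single miRNAs and families of this part were picked only after the result was seen, and they are given as values.

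miR1432 differed widely between single libraries. ata-miR1432-5p_L+1R-1 stood at 962 in AuCG_C and 8109 in AuWH_C, but at 7417 in L6CG_C and 706 in L6WH_C, while L6WH_N held 4455. Over the 4 pairs the change with N starvation was 0.96 with a standard error of 0.91 (limma adjusted p = 0.507). The cause of the differences between libraries was not tested.

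The miR398 family shows how strands and isomiRs of 1 family can part. tae-MIR398-p5 and tae-miR398_L-1R+1 rose with N starvation, mtr-miR398a-5p_1ss7AC fell from 264 ± 71.6 to 42.2 ± 37.8 (log2 −3.75, limma adjusted p = 0.0468), and the family total did not change past the threshold (log2 −0.07, limma adjusted p = 0.915). Of the miR393 family, the total rose by log2 0.42 without passing (limma adjusted p = 0.107).

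The sum of the CCA isomiRs was 917 in AuCG_C, 5917 in AuCG_N, 535 in AuWH_C, 1285 in AuWH_N, 351 in L6CG_C, 245 in L6CG_N, 137 in L6WH_C and 880 in L6WH_N. Their median share of the untailed miRNA was 1.47%, 2.89%, 0.877%, 1.46%, 0.402%, 0.104%, 0.155% and 0.775% in the same order. In DBA Aurora all 12 tested members were above L6 on average, with a median log2 difference of 1.9. The list came from these same data, so this is no test of a genotype difference.

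Calls of the paper's rule went in opposite directions in different pairs for 192 names with N starvation, 271 with parental stress and 221 with genotype. This is 30.8% of the 624, 60.1% of the 451 and 41.9% of the 527 names called in 2 or more pairs. The same direction in all 4 pairs was found for 42.0% of tested sequences with N starvation, 9.42% with parental stress and 20.2% with genotype, where 12.5% would be by chance.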
